# *Neisseria gonorrhoeae* Exposed to Sublethal Levels of Hydrogen Peroxide Mounts a Complex Transcriptional Response

**DOI:** 10.1128/mSystems.00156-18

**Published:** 2018-10-02

**Authors:** Sarah J. Quillin, Adam J. Hockenberry, Michael C. Jewett, H Steven Seifert

**Keywords:** *Neisseria gonorrhoeae*, bleach, gonorrhea, hydrogen peroxide, neutrophils, superoxide, transcriptional regulation

## Abstract

Neisseria gonorrhoeae mounts a substantial transcriptional program in response to hydrogen peroxide (HP), a prominent reactive oxygen species (ROS) encountered during infection. We tested which strain FA1090 genes show differential transcript abundance in response to sublethal amounts of HP to differentiate HP-responsive signaling from widespread cellular death and dysregulation. RNA sequencing (RNA-Seq) revealed that 150 genes were significantly upregulated and 143 genes downregulated following HP exposure. We annotated HP-responsive operons and all transcriptional start sites (TSSs) and identified which TSSs responded to HP treatment. We compared the HP responses and other previously reported genes and found only partial overlapping of other regulatory networks, indicating that the response to HP involves multiple biological functions. Using a representative subset of responsive genes, we validated the RNA-Seq results and found that the HP transcriptome was similar to that of sublethal organic peroxide. None of the genes in the representative subset, however, responded to sublethal levels of HOCl or O_2_^-^. These results support the idea that N. gonorrhoeae may use variations in HP levels as a signal for different stages of infection.

**IMPORTANCE** The strict human pathogen Neisseria gonorrhoeae is the only causative agent of the sexually transmitted disease gonorrhea. This bacterium encounters hydrogen peroxide produced from host cells during infection, but the organism survives in the presence of this antimicrobial agent. This work shows that the bacterium responds to hydrogen peroxide by regulating the expression of many genes involved in multiple processes.

## Abstract (precis)

The strict human pathogen Neisseria gonorrhoeae is the only causative agent of the sexually transmitted disease gonorrhea. This bacterium encounters hydrogen peroxide produced from host cells during infection, but the organism survives in the presence of this antimicrobial agent. This work shows that the bacterium responds to hydrogen peroxide by regulating the expression of many genes involved in multiple processes.

## INTRODUCTION

While most members of the genus *Neisseria* are human and animal commensals, Neisseria gonorrhoeae and Neisseria meningitidis can elicit morbidity and mortality and are therefore considered pathogens. N. gonorrhoeae is a Gram-negative obligate human colonizer that resides primarily within the male and female genital tracts but can also colonize the rectal and ocular mucosa (1, 2). N. gonorrhoeae normally colonizes the genital mucosa, and many infected individuals are asymptomatic (3, 4). The primary clinical manifestations of gonorrhea are an influx of polymorphonuclear leukocytes (PMNs) to the site of infection and a resultant purulent exudate (5). PMNs have a number of antimicrobial defenses, including the ability to mount an oxidative burst, releasing damaging redox-active compounds called reactive oxygen species, or ROS. PMNs also have nonoxidative means of bacterial killing such as that by antimicrobial peptides, metal sequestration, and lytic enzymes (6, 7). The interactions between N. gonorrhoeae and PMNs are important for N. gonorrhoeae colonization, transmission, and replication and greatly contribute to the outcome of N. gonorrhoeae pathogenesis.

The underlying mechanisms mediating the interaction of N. gonorrhoeae with PMNs and the PMN oxidative burst are complex and not fully understood. Bacterial Opa proteins are important in the interaction between N. gonorrhoeae and PMNs. N. gonorrhoeae strains independently switch on and off expression of 11 to 13 *opa* genes (8, 9), and most Opa proteins interact with cellular receptors to mediate adherence to host cells and tissues (10, 11). Nongrowing or dead N. gonorrhoeae or OpaB/D-expressing N. gonorrhoeae bacteria induce an oxidative response (12, 13). The OpaB or OpaD variants of strain FA1090 bind to the CAECAM3 receptor on PMNs, eliciting a strong bactericidal oxidative burst that can effectively kill phagocytosed N. gonorrhoeae (11, 14). Live, growing, Opa-less N. gonorrhoeae bacteria do not induce an oxidative burst and are capable of actively suppressing the oxidative burst induced by nongrowing N. gonorrhoeae, Opa-expressing N. gonorrhoeae, or other microbial factors (12, 13, 15). Despite the ability of the PMNs to mount an oxidative burst, oxidative killing by PMNs appears to have only a minor role during infection, with most killing occurring by nonoxidative means (5, 6, 16, 17), except when certain Opa variants are expressed (11, 14).

N. gonorrhoeae has evolved multiple mechanisms to allow survival among PMNs (6, 18–23). Despite what appears to be a minor role for the oxidative burst in killing N. gonorrhoeae during infection, N. gonorrhoeae mounts a substantial transcriptional response to hydrogen peroxide (HP) (24). ROS, like HP, are known to react intracellularly to form free radicals, causing widespread damage to proteins, membranes, enzyme centers, and DNA (25). N. gonorrhoeae contains several genes known to protect against HP-mediated cellular damage, including the gene encoding high levels of the HP-detoxifying enzyme catalase (26–29, 118, 119). However, many of the genes transcriptionally induced by HP are not protective against HP (24, 30). The apparently large number of genes that respond to HP, coupled with the seemingly minor role of N. gonorrhoeae killing by PMNs through oxidative means during infection, suggests there are additional functions for HP-responsive genes during infection that do not directly relate to protection from oxidative killing. We have proposed that, since HP is a ubiquitous signaling molecule in nature, N. gonorrhoeae might respond to HP signaling during infection (31–33).

As a host-restricted organism, N. gonorrhoeae does not encounter the broad range of environmental conditions that non-host-restricted bacteria do but does have the ability to adapt to many environmental conditions encountered within the human host during the course of infection. After transmission and adherence to the epithelial mucosa, N. gonorrhoeae must adapt to various pH levels found in the male and female genital tracts and to various levels of oxygen content in these different environments and of availability of metals and other nutrients, as well as to the host innate immune response. Adaptation to the host genital mucosa requires N. gonorrhoeae to sense and respond to these variations in oxygen and nutrient concentrations, pH, and the presence of antimicrobial molecules in this environment. In this context, HP may serve as an environmental signaling molecule for N. gonorrhoeae. We hypothesize that, during interactions with macrophages and epithelia or after neutrophil influx, HP signals to N. gonorrhoeae that the host is mounting an inflammatory response. N. gonorrhoeae then instigates an adaptive transcriptional program to adapt to this stage of infection. In support of this hypothesis, it has been shown that N. gonorrhoeae bacteria pretreated with HP have enhanced survival with respect to human PMNs and that the enhanced survival is independent of ROS production (5). To understand the extent to which N. gonorrhoeae genes are regulated by HP, we exposed the bacteria to sublethal amounts of HP and characterized the HP-induced N. gonorrhoeae transcriptome.

To fully characterize the N. gonorrhoeae transcriptional response to HP, we performed RNA sequencing (RNA-Seq) to profile changes to the N. gonorrhoeae transcriptome after exposure to sublethal amounts of HP and differential RNA-Seq (dRNA-Seq) to characterize transcriptional start sites (TSSs). We used this information to annotate HP-responsive operons and showed that the changes in the transcriptome are specific for peroxides and a representative subset of the transcriptome is not responsive to other prominent ROS found in PMNs. We compared the HP transcriptome to those reported under other environmental conditions, such as anaerobiosis or iron availability, and to regulons controlled by specific transcription factors. These analyses show a vigorous and complex response of N. gonorrhoeae to sublethal HP treatment that is mediated by an array of transcription factors and significantly overlaps many of the previously identified transcriptional responses reported for other conditions. These results support the idea that N. gonorrhoeae uses variations in HP levels as a signal for different stages of infection and may indicate new factors involved in the infection process.

## RESULTS AND DISCUSSION

### Outline of experimental design.

In order to investigate a global transcriptional response to HP, we treated exponentially growing N. gonorrhoeae with a sublethal amount of HP. 

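The transcript abundances analysed here come from 3 untreated and 3 HP-treated cultures of strain GCM77, a derivative of FA1090, grown to mid-log phase in 3 separate experiments. Treated cultures received 15 mM HP for 15 min, and untreated cultures received water. After rRNA depletion, each library was sequenced as single-end reads. Library totals were 37.8, 24.3 and 31.6 M reads for untreated replicates 1, 2 and 3 and 28.5, 17.0 and 22.5 M for HP replicates 1, 2 and 3. Reads assigned to genes came to 29.3, 18.5 and 24.5 M in the untreated libraries and 21.0, 12.5 and 17.4 M in the HP libraries, so the HP group was sequenced less deeply. Libraries treated with TEX were not used here.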

Sublethal concentrations were determined by quantifying the amount of HP that resulted in lethality of less than or equal to 10% killing in CFU levels per milliliter. This HP dosage ensured that we could record the maximal transcriptional response to oxidative damage while ensuring that a majority of the culture was still viable. This level was not meant to replicate a physiological level of HP encountered during infection since the concentration of HP varies considerably from levels that do not kill to levels within a vacuole within an Opa-stimulated PMN that are lethal (34–38). We tried several combinations of growth conditions, levels of HP, and lengths of HP treatment (data not presented) and determined that 15 mM HP treatment for 15 min was consistently sublethal under these growth conditions. Following HP treatment, total HP-treated and untreated control RNA was harvested (Fig. 1A) using a protocol that resulted in abundant, high-quality RNA as measured by 23S/16S ratios and Bioanalyzer. Half of each total RNA sample was used for global mapping of TSSs by dRNA-Seq (39, 40). 

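The authors clipped and quality filtered the reads, removed rRNA reads with Bowtie, and quantified the annotated coding sequences with kallisto and sleuth. Their values are TPM that had already been rescaled between samples. The 6 columns summed to between 951729 and 1033699.5, and recomputed size factors lay between 0.999 and 1.00. Of 1884 annotated features, 1853 had values and 1845 had a mean of at least 1 TPM and were tested. Differences were tested on log2(TPM + 1) with limma, using empirical Bayes with a mean-variance trend. The test was two-sided with treatment as the only term, and a gene was past the threshold at an adjusted p under 0.05 with no limit on the fold change. Log2 fold changes are HP-treated over untreated on this scale. Counts of reads per gene were not used here, so no counting interval is given for single values.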

Sequencing reads were filtered for quality and mapped to the N. gonorrhoeae genome using kallisto, and transcript abundances were quantified using Sleuth (41). kallisto differs from other read mappers in that it rapidly maps reads using pseudoalignment, while preserving accuracy (42). Read depth ranged from 17.0 to 37.8 million reads (see Table S2 in the supplemental material). Analyzing differential transcript abundance by comparing sublethal HP-treated samples to untreated samples, biological replicates showed high consistency between replicates from the same conditions, with an *R*^2^ value of ∼0.99. 

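For log10 TPM over genes detected in both libraries of a pair, R² among untreated cultures was 0.982 for replicates 1 and 2, 0.921 for replicates 1 and 3, and 0.982 for replicates 2 and 3. Among HP-treated cultures, the corresponding values were 0.981, 0.945 and 0.962. Pairs of an untreated and a treated library ranged from 0.881 to 0.961, which overlaps the range within groups on this scale (on linear TPM, chosen after seeing the data, the pairs between groups reached 0.953 and those within groups 0.965 or more). These correlations run across genes, which are not independent replicates.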

A total of 293 genes showed differential transcript abundance (false-discovery-rate [FDR; *q*] value, <0.05 [FDR-corrected Wald test]) in HP-treated samples compared to untreated controls (Fig. 1B). A total of 150 genes showed an increase in transcript abundance compared to untreated controls, while 143 genes showed a decrease in transcript abundance compared to untreated controls (Table S3).

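HP raised the transcript abundance of 107 genes and lowered that of 81 among the 1845 tested, at an adjusted p under 0.05 from limma. The largest rises included *mpeR* and *iscS*, which encode an iron-responsive regulator and a cysteine desulfurase of Fe-S cluster assembly. The largest falls included *aniA*, the nitrite reductase gene, and *ccpR*, the cytochrome *c* peroxidase gene. Of the 188 genes, 187 are listed in Table S3, and all 293 genes of Table S3 had a fold change of the sign listed there. Table S3 was drawn from these same libraries, so the shared signs are not independent evidence. All 3 treated values lay on one side of all 3 untreated values for 581 genes (31.5%, where chance gives 10%). Higher genes numbered 57, 60 and 58 without untreated replicate 1, 2 and 3 in turn and 64 without HP replicate 2. Lower genes numbered 21, 34 and 17 without untreated replicate 1, 2 and 3 in turn, 28 without HP replicate 2 and 52 without the variance trend. From the genes that differ, the paper concludes that *N. gonorrhoeae* mounts a robust response to sublethal HP.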

**FIG 1:**
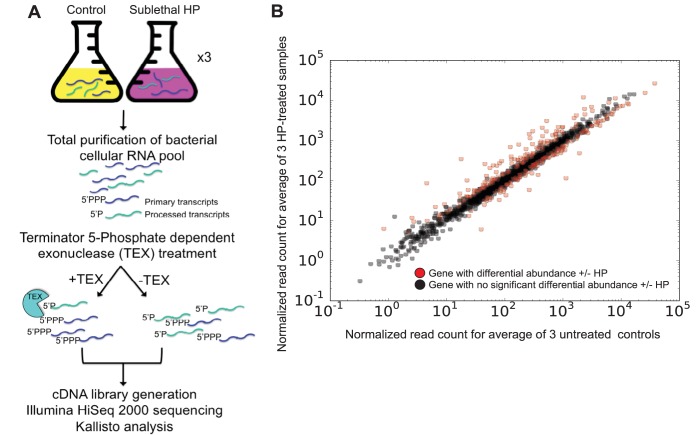
N. gonorrhoeae bacteria treated with sublethal HP show a robust transcriptional response, with 293 genes differentially regulated. (A) RNA-Seq experimental design. N. gonorrhoeae is grown in liquid culture to mid-log phase in three separate experiments and treated with sublethal HP or left untreated. Total RNA is pooled, purified, and prepared for sequencing. For the differential RNA-Seq portion of the experiment, total RNA is split and one portion treated with terminator exonuclease (TEX), enriching for primary transcripts and allowing global annotation of transcriptional start sites (TSSs). (B) Plot of HP treatment versus control transcript levels. A total of 293 genes showed significantly differential transcript abundance between HP-treated and untreated conditions. Each dot on the scatter plot denotes an individual gene in the N. gonorrhoeae genome, with black circles indicating genes without significantly different transcript abundance between conditions, and red circles indicating genes with significant differences in transcript abundance. The *x* axis shows transcript abundance values for the three averaged untreated control samples, while the *y* axis shows transcript abundance values for the three averaged 15 mM HP-treated samples.

These results confirm previous microarray results showing that N. gonorrhoeae mounts a robust response to sublethal HP treatment (24), though there are many differences between these results and the previously reported results. The previous study identified a total of 150 genes that showed differential transcript abundance upon HP exposure, with 75 upregulated and 80 downregulated (24), while this study identified nearly twice the number of HP-responsive genes. A total of 69 genes showing differential transcript abundance overlapped between the studies, while 224 of the genes reported in this study were not found in the previous study. Differences between the previous microarray study and this RNA-Seq study may have resulted from differences in experimental conditions, such as the 5 mM HP concentration used in the previous study versus the 15 mM concentration used in this study, in addition to the relative levels of sensitivity of microarray analysis and next-generation sequencing. RNA-Seq is better able to detect changes in expression in smaller genes and genes that are expressed at a low level (43).

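Among the categories of Table S3, the median log2 fold change was highest for iron genes (1.16), heat shock and protein folding genes (0.98) and redox homeostasis genes (0.89). It was lowest for respiration (-0.60), transcription (-0.55) and translation genes (-0.54). The 5 transcription genes all passed the test. *rpoD* (NGO0999), the major sigma factor gene, rose with a log2 fold change of 0.84 (standard error 0.13, adjusted p = 0.00515 from limma). The other 4 fell, among them *nusA* (NGO1285), a termination factor gene, with a log2 fold change of -0.68 (adjusted p = 0.00604 from limma), and *rpoA*, *greA* and *orn*, of which *orn* was named after its values had been seen. In a list of RNA polymerase and sigma factor genes, 1 rose and 3 fell of 4, the same numbers when adjusted over the list alone (adjusted p = 0.0722 with limma's camera at its preset correlation). The categories were drawn up from genes called on these samples and are not independent evidence of direction. The same holds for the list, whose 4 genes are all in Table S3. Both counts, 5 in the category and 4 in the list, became 2 without untreated replicate 1 or 3 and 2 without HP replicate 2. Calls were lost in the alternatives of limma for *rpoA* without untreated replicate 1 or 3, or without HP replicate 1 or 2 (adjusted p from 0.0222 to 0.108), for *greA* without untreated replicate 1 or 3, or without HP replicate 2 (adjusted p from 0.0144 to 0.0784) and for *orn* without untreated replicate 1, 2 or 3, or without HP replicate 2, or without the variance trend (adjusted p from 0.0312 to 0.157).

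**Figure D1:**
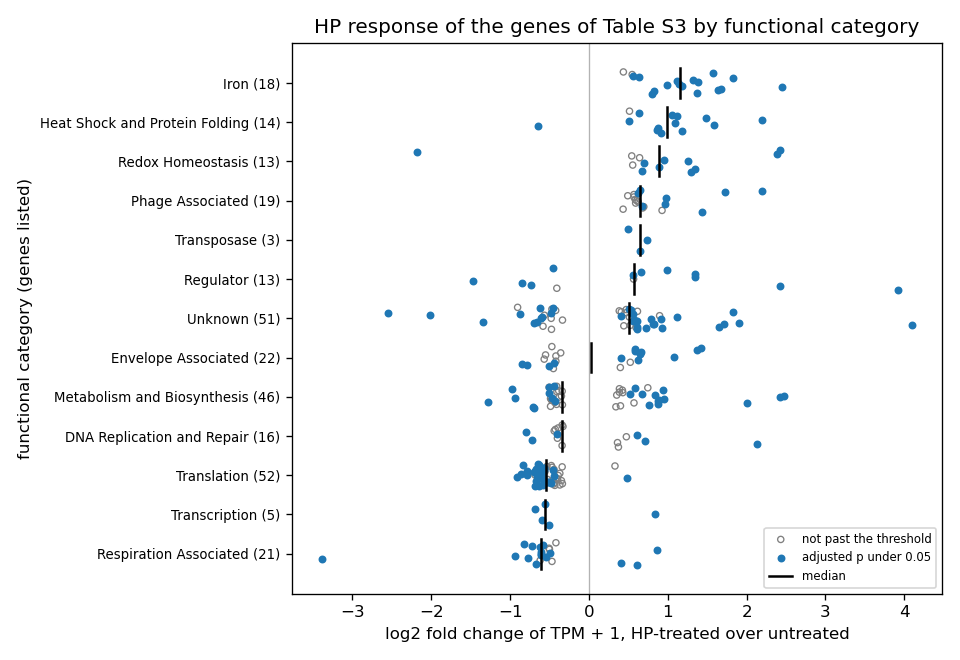
Log2 fold change of TPM + 1, HP-treated over untreated, for each gene of Table S3 (horizontal axis) by functional category (vertical axis, number of genes listed in parentheses). Filled points are past an adjusted p under 0.05 from limma, open points are not, and black bars are medians, from -0.60 for respiration to 1.16 for iron.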

After classifying the 293 HP-regulated genes into 13 biological functional categories (Fig. 2), we confirmed differential expression of 25 of the 293 genes from a range of functional categories. Validation was confirmed via reverse transcriptase quantitative PCR (RT-qPCR) from RNA isolated from new biological replicates (Fig. 3). These 25 genes represent the 13 functional classes of the entire data set of HP-regulated genes (Fig. 3). Of these 25 genes, 19 had increased transcript abundance in the RNA-Seq experiments, and the RT-qPCR assay confirmed that they had increased transcript abundance after sublethal HP treatment. The six genes that had decreased transcript abundance in RNA-Seq also showed decreased transcript abundance in the RT-qPCR experiments. It should be noted that the magnitudes of the changes often differed between the RNA-Seq and RT-qPCR data, since pairs of RT-qPCR primers detect relative abundance levels on a certain ∼150-bp portion of each gene, whereas RNA-Seq measures transcript abundance through reads averaged across the total length of each gene. 

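All 25 genes measured by RT-qPCR were past the threshold in the RNA-Seq values, 19 higher and 6 lower. *yciA* (NGO1055), an acyl-CoA thioesterase gene, measured 525 ± 68.9 TPM (SD, n = 3) in untreated cultures and 3007 ± 963 TPM (SD, n = 3) after HP, a log2 fold change of 2.47 (standard error 0.24, adjusted p = 0.000367 from limma). *lpxC* (NGO2065), a deacetylase gene of lipid A synthesis, had a log2 fold change of 1.42 (standard error 0.12, adjusted p = 0.000183 from limma). *glnD* (NGO0798), which encodes a uridylyltransferase of nitrogen regulation, fell, with 104 ± 6.71 TPM (SD, n = 3) in untreated cultures and 42.1 ± 0.959 TPM (SD, n = 3) after HP, a log2 fold change of -1.28 (standard error 0.12, adjusted p = 0.000274 from limma). The genes were picked from those called on these samples, so this count is not independent evidence. Among them, NGO0635 (adjusted p = 0.0322 from limma) was not past the threshold without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2. Its call was also lost without the variance trend (adjusted p from 1.84e-05 to 0.115 over the alternatives, limma).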

Analysis of the 25 selected genes by RT-qPCR showed that the RNA-Seq results reflected reproducible changes, and the RNA-Seq results were also used to test the effect of other oxidants on transcriptional changes.

**FIG 2:**
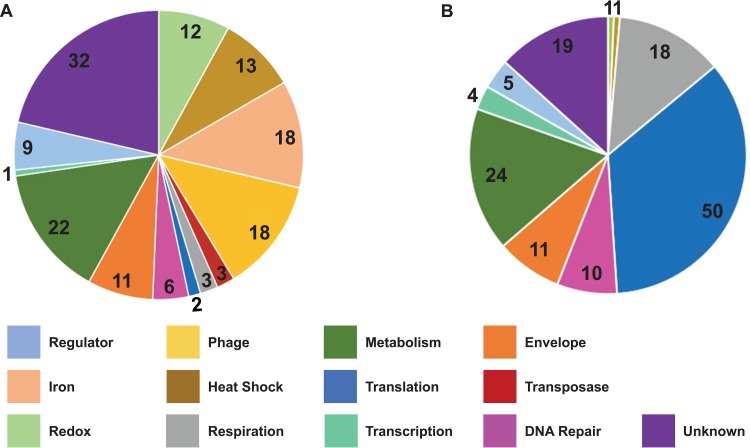
HP-regulated gene products belong to 13 major biological functional categories. A total of 293 genes were found to differ in transcript abundance between mid-log-phase N. gonorrhoeae liquid culture samples treated with 15 mM HP and untreated samples by RNA-Seq (*P*  ≤ 0.05). These genes were classified according to biological function and grouped into 13 major functional categories: Regulator, Unknown, Iron, Oxidative Damage/Redox-Associated, Phage-Associated, Heat Shock/Protein Folding, Aerobic/Anaerobic Respiration, Metabolism/Biosynthesis, Translation, Transcription, Outer Membrane/Protein Transport, Transposase, and DNA Regulation and Repair. Abbreviated names for these functional categories are shown in the figure key with color labels corresponding to the transcript abundance charts in panels A and B. (A) A total of 150 genes had higher transcript abundance in HP-treated samples than in untreated samples. (B) A total of 143 genes had lower transcript abundance in HP-treated samples than in untreated samples.

**FIG 3:**
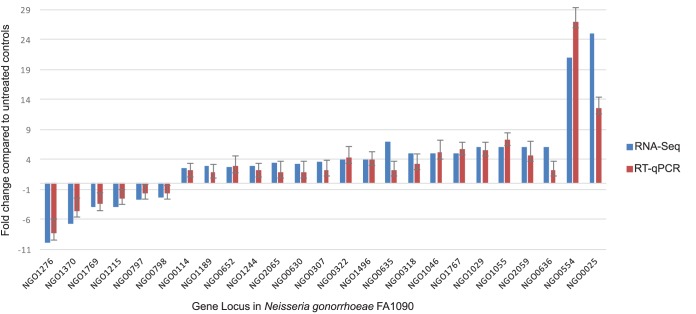
RT-qPCR validation of the RNA-Seq results for a subset of 25 genes. In order to validate the RNA-Seq HP-induced transcriptome, 25 genes were selected from diverse biological functional categories and RT-qPCR was performed on these genes (from new biological replicates) to independently assess gene expression under conditions of sublethal HP exposure. For RT-qPCR validation, liquid N. gonorrhoeae was grown to mid-log phase on three separate days and exposed to 15 mM HP for 15 min or left unexposed. Fold induction values represent the geometric means of results from these three replicates. Black bars denote the RNA-Seq fold induction values (in TPM), while colored bars represent RT-qPCR fold induction values calculated using the 2^ΔΔ^*^CT^* method. Colored bars correspond to biological functional categories.

### Analysis of transcriptional start sites (TSSs).

Differential RNA-Seq (dRNA-Seq) enables global annotation of transcriptional start sites by enriching for primary transcripts when the total cellular RNA pool is treated with terminator exonuclease (TEX) (39). We performed dRNA-Seq in tandem with RNA-Seq (Fig. 1B). Results from the global TSS annotation are presented in Fig. 4A. We established criteria for categorizing the total TSS to compare with other dRNA-Seq studies (Fig. 4B). Primary (P) TSSs were defined as those within 250 nucleotides (nt) or fewer of a gene’s annotated open reading frame (ORF). Secondary (S) TSSs were defined as those within 500 nt or fewer of a gene’s annotated ORF when a primary TSS was present. Internal (I) TSSs were those within an annotated ORF, and antisense (A) TSSs were those within 100 nt or fewer of an annotated ORF on the opposite strand. Orphan TSSs were any that did not meet the aforementioned criteria. TSSs were manually annotated using Integrative Genomics Viewer (IGV) by scanning the RNA-Seq reads for characteristic 5′ enriched plateaus (Fig. 4C). Genes with 5′ plateaus that showed a threshold of abundance enriched 2-fold or more in TEX-treated samples compared to untreated samples were annotated as TSSs. A blind analysis was performed individually by two people. Total TSS locations were used to map the distribution of 5′ untranslated region (UTR) lengths in FA1090 (Fig. 4D). A total of 1,105 TSSs were annotated for FA1090 in this study, similarly to the 1,351 TSSs reported for N. gonorrhoeae strain MS11, which has a larger genome (44).

**FIG 4:**
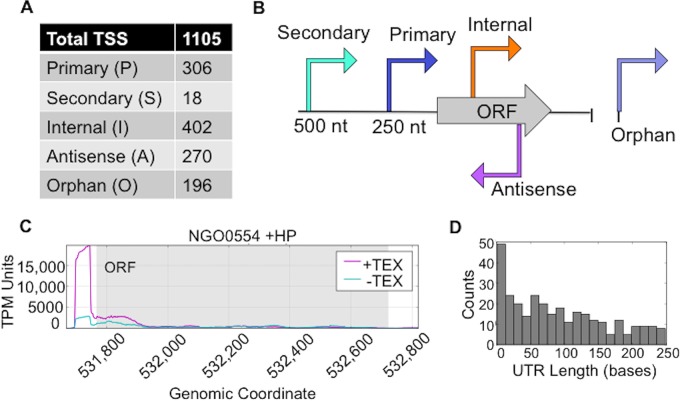
Global annotation of transcriptional start sites (TSSs). The total RNA pool was split equally, and one portion was treated with terminator exonuclease (TEX), which enriches for primary transcripts, creating a characteristic 5′ plateau indicative of a gene’s TSS, as exemplified for NGO0554 in panel C. (A) A total of 1,105 transcriptional start sites were annotated across the N. gonorrhoeae FA1090 genome and assigned to the following 5 categories of TSS: Primary, Secondary, Internal, Antisense, and Orphan. (B) Criteria used to categorize TSSs. Primary (P) TSSs were defined as those within 250 nt or fewer of a gene’s annotated open reading frame (ORF). Secondary (S) TSSs were defined as those within 500 nt or fewer of a gene’s annotated ORF when a primary TSS was present. Internal (I) TSSs were those within an annotated ORF, and antisense (A) TSSs were those within 100 nt or fewer of an annotated ORF on the opposite strand. Orphan TSSs were any that did not meet the aforementioned criteria. (C) Representative example of a characteristic 5′ plateau indicative of the NGO0554 gene’s TSS. The purple line denoting transcript abundance represents TEX treatment (+TEX). The blue line denotes transcript abundance for the TEX-untreated sample (-TEX). The purple line abundance is higher in the 5′ region than the blue line abundance, indicating 5′ enrichment. (D) Global TSS locations relative to annotated ORFs were used to generate this histogram representing the distribution of 5′ untranslated region (UTR) lengths in FA1090.

### HP-regulated operon annotation.

Many bacteria respond to changing environmental conditions through changes in gene expression mediated by operons, which are groups of genes transcribed together from a single promoter. To determine the extent to which the transcriptional response to sublethal HP in N. gonorrhoeae was controlled by operons compared to individual genes, we performed manual annotation of operons within the set of 293 HP-responsive genes. Of the 293 genes showing differential transcript abundance, 233 genes belonged to a total of 140 operons (Fig. 5A). Operon size ranged from 2 to 16 genes, with an average size of 3.5 genes. A total of 87 of the regulated operons contained only one HP-responsive gene, 29 contained a mixture of HP-responsive and HP-nonresponsive genes, and all of the genes in 22 operons showed differential transcript abundance in response to HP. A total of 63 operons were downregulated, and 69 were upregulated. 

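Of the 139 operons of Table S8, 85 held at least 1 gene past the threshold here. In 50 of them such genes were only higher, in 34 only lower and in 1 both. The operon of *grx3* (NGO0114) and *secB* (NGO0116), which encode a glutaredoxin and an export chaperone, was higher throughout, with log2 fold changes of 1.29 (adjusted p = 0.0104 from limma) and 0.92 (adjusted p = 0.00959 from limma). Every tested gene was past the threshold in 15 operons, and more than 1 was in 35. The operons were listed because they hold genes called on these samples, so the count is not independent evidence. Operons with such a gene numbered 44, 48 and 45 without untreated replicate 1, 2 and 3 in turn and 50 without HP replicate 2. *secB* was not past the threshold without untreated replicate 3 (adjusted p from 0.00849 to 0.0526 over the alternatives, limma).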

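Genes past the threshold were spread over the whole range of locus numbers. In 8 windows of 300 NGO numbers, their share of the tested genes ran from 7.04% to 16%. The spread of these shares was not larger than when the calls were shifted along the gene order (one-sided permutation test over 1842 circular shifts, p = 0.393). Such shifts keep neighbouring calls together, so this test cannot tell whether the calls cluster. Locus numbers stand in for position, and no genome coordinates were used here.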

No spatial patterns were observed regarding genomic location, with the HP-responsive operons distributed around the genome, with no obvious clustering. Interestingly, a small number of operons contained genes that were both upregulated and downregulated by HP. This could have been due to differential RNA decay, as has been observed previously in polycistrons in Escherichia coli (45).

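A single operon of Table S8 held genes past the threshold in both directions here, NGO0375 to NGO0377. *ppiD* (NGO0376), a protein folding isomerase gene, rose, with 1555 ± 48.5 TPM (SD, n = 3) in untreated cultures and 3550.0 ± 638 TPM (SD, n = 3) after HP, a log2 fold change of 1.18 (standard error 0.15, adjusted p = 0.00150 from limma). *citT* (NGO0377), an ion transporter gene, fell with a log2 fold change of -0.85 (standard error 0.18, adjusted p = 0.0196 from limma). *citT* was not past the threshold without untreated replicate 1 or 2, or without HP replicate 2 (adjusted p from 0.00929 to 0.0880 over the alternatives, limma).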

**FIG 5:**
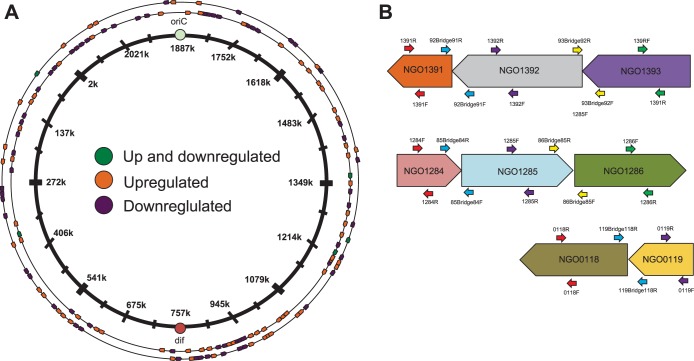
A significant portion of the transcriptional response to HP occurs in operons. (A) HP-induced operon annotation. The 2.1 Mb circular N. gonorrhoeae genome is depicted as a map, with both strands of DNA represented on the outer side of the map and the total of 233 operons represented by the different colored arrows. Operons containing genes that showed increased transcript abundance are colored in orange, while operons containing genes that showed decreased transcript abundance are purple. Five operons showed a mixture of genes that showed increased and decreased abundance, and these are shown in green. (B) Illustration of primer design for select operon validation by RT-qPCR. NGO-1391-1393, a three-gene operon, contains a mixture of genes showing increased transcript abundance, decreased transcript abundance, and no change in transcript abundance (quantified in Table S3). qPCR primers were designed to amplify products internal to each of the three genes, as well as those spanning the sets of genes. If a spanning operon pair gave a *C_T_* value above the value determined for the no-RT control for that pair, it was considered to contain sufficient significant transcript abundance to be called an operon, as detailed in Materials and Methods.

To validate our manual operon annotation, three operons were investigated via RT-qPCR (Fig. 5B). The validated operons represent the different types of operons observed by manual analysis. The first, N. gonorrhoeae (NGO)-1391 to NGO-1393, a three-gene operon, contains a mixture of genes showing increased transcript abundance, decreased transcript abundance, and no change in transcript abundance. These validated results show that transcriptomic changes that occur in response to peroxide are not solely mediated by transcriptional regulation. 

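In this operon, NGO1391 had a log2 fold change of 0.47 (standard error 0.13, adjusted p = 0.0621 from limma). The middle gene, NGO1392, stood at 0.06 (standard error 0.15, adjusted p = 0.863 from limma). *mafA2* (NGO1393), an adhesin gene, measured 492 ± 35.7 TPM (SD, n = 3) in untreated cultures and 369.8 ± 55.9 TPM (SD, n = 3) after HP, a log2 fold change of -0.42 (standard error 0.14, adjusted p = 0.0988 from limma). None of the 3 was past the threshold at these 3 replicates per group. All 6 values of NGO1393 equal those of *mafA3* (NGO1584), so the abundances of these loci were not separated. NGO1392 had a log2 fold change of -0.06 without HP replicate 1.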

We presently do not know whether differential RNA processing or another form(s) of RNA stability is responsible for the nonuniform transcript abundance in some operons.

### Analysis of the biological functions of the HP-induced transcriptome.

In order to better understand the system-level response of N. gonorrhoeae to HP, we classified all 293 genes showing differential transcript abundance into 1 of 13 major biological functional categories based on information gathered from existing N. gonorrhoeae literature, the UniProt database, and NCBI BLAST homology (41, 46, 47) (Table S3). We found that 52 of 293 genes (17.7%), including 32 genes with increased transcript abundance and 19 genes with decreased transcript abundance, were of unknown biological function (Fig. 2). 

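Of the 51 genes that Table S3 lists with unknown function, 21 rose, 11 fell and 19 did not pass the test. NGO0554 rose the most, with 17.8 ± 1.00 TPM (SD, n = 3) in untreated cultures and 336 ± 120.1 TPM (SD, n = 3) after HP, a log2 fold change of 4.10 (standard error 0.24, adjusted p = 2.29e-05 from limma). NGO0322 also rose, with a log2 fold change of 1.64 (adjusted p = 0.00165 from limma). The largest falls were those of NGO1370, at -2.55 (standard error 0.17, adjusted p = 4.68e-05 from limma), and NGO1215, at -2.02 (standard error 0.14, adjusted p = 4.78e-05 from limma). The genes were listed because they were called on these samples. The 32 past the threshold numbered 13, 14 and 14 without untreated replicate 1, 2 and 3 in turn, 11 without HP replicate 2 and 20 without the variance trend.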

For the remaining genes, the following sections discuss subsets of our data set that overlap known regulatory networks, transcriptional regulators that were affected by HP exposure, and several of the primary systems that we found to be most significantly involved in the transcriptional response to HP. However, as discussed next, some of the HP response was clearly due to transcriptional regulation.

### HP-induced transcriptional regulators and interaction with major N. gonorrhoeae regulons.

The 293-gene HP-responsive data set comprises 14% of the 2,157-gene FA1090 genome. As a host-restricted pathogen, N. gonorrhoeae has many relatively small and overlapping known regulatory pathways that respond to differing concentrations of oxygen and iron and differing levels of antimicrobial peptides and pH within its urogenital cellular niche. A meta-analysis was performed to determine which of the 293 HP-responsive genes described in this study overlapped the regulatory networks described in 20 other studies (24, 48–66) (Table S3). While the HP-regulated transcriptome did not show total overlap with any other major regulatory networks, a subset of genes regulated by HP did overlap subsets of genes that were regulated by iron or oxygen levels or by characterized transcriptional regulators (Tables S4 and S5).

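Of the 13 genes in the regulator category of Table S3, 7 rose, 4 fell and 2 did not pass the test. Log2 fold changes ranged from -1.47 to 3.92, and 8 were positive. *lrp* (NGO1294), which encodes a leucine-responsive regulator, rose with a log2 fold change of 0.56 (standard error 0.14, adjusted p = 0.0369 from limma). The category was compiled from genes called on these samples. Regulators past the threshold numbered 5 and 7 without untreated replicate 1 and 3 in turn and 7 without HP replicate 2. *lrp* was not past the threshold without untreated replicate 1 or 3, or without HP replicate 1 or 2, or without the variance trend (adjusted p from 0.0315 to 0.138 over the alternatives, limma).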

A total of 14 transcriptional regulators showed differential transcript abundance when exposed to sublethal HP, with 9 regulators showing increased abundance and 5 regulators showing decreased abundance. Interestingly, 117 genes found in this study had not previously been reported to be part of any known major regulatory network, underscoring the depth of the pool of unknown HP-responsive transcriptional regulation data yet to be uncovered.

### HP-transcriptome overlap of the iron and Fur regulons and HP-regulated genes involved in iron transport and homeostasis.

Iron homeostasis is crucial to N. gonorrhoeae survival and pathogenesis. Pathogenic *Neisseria* bacteria require iron for survival inside the human host and scavenge iron from human transferrin, lactoferrin, and heme directly, while the host actively sequesters iron as a form of nutritional immunity (67, 68). Other studies have observed overlap of the N. gonorrhoeae HP transcriptome and the sizable network of genes affected by iron and oxygen levels (24, 57). 

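*fur* (NGO1779), which encodes the iron-dependent repressor Fur, rose in HP-treated cultures. Its abundance was 666 ± 83.5 TPM (SD, n = 3) in untreated cultures and 1325 ± 120.5 TPM (SD, n = 3) after HP, a log2 fold change of 1.00 (standard error 0.13, adjusted p = 0.00216 from limma).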

In this study, we detected that sublethal HP exposure induced the gene encoding Fur, a global transcriptional regulator that regulates iron homeostasis in response to intracellular iron levels. 

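*iscR* (NGO0637) encodes a regulator that itself senses Fe-S clusters. Its abundance was 262 ± 26.9 TPM (SD, n = 3) in untreated cultures and 1417 ± 219 TPM (SD, n = 3) after HP, and it rose with a log2 fold change of 2.42 (standard error 0.15, adjusted p = 2.29e-05 from limma).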

Sublethal HP also induced IscR, the regulator that controls the *isc* Fe-S cluster biosynthesis operon. These results suggest that HP influences the two major regulators involved in iron homeostasis. We compared the HP-regulated transcriptome data to data from other transcriptional profiling studies investigating the transcriptional response of N. gonorrhoeae to differing iron levels and the presence of the Fur iron-responsive regulator (49, 51, 60) (Tables S4 and S5). A set of 48 HP-regulated genes were also affected by iron levels, with 25 of these genes thought to be part of the Fur regulon (Table S4). A strong correlation with the direction of regulation (upregulation or downregulation) was observed for this iron- and Fur-overlapping gene set, as the majority of HP-induced genes that were iron repressed were upregulated in the presence of HP. Similarly, the majority of HP-repressed genes were iron induced. It is possible that these HP-regulated genes are under the direct regulation of Fur, which may become oxidized and inactivated by HP (69). It is also possible that these HP-regulated genes are indirectly regulated by Fur, as Fur is known to regulate other transcriptional regulators (60).

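Among the 48 genes of the iron overlap in Table S5, 28 rose, 14 fell and 6 did not pass the test. Of 27 genes that were higher after HP and iron repressed, 26 were past the threshold, with a median log2 fold change of 1.18. Of 18 that were lower and iron induced, 14 were past it, with a median of -0.62. *fbpA* (NGO0217), the gene of the periplasmic iron-binding protein, belongs to the first group and rose with a log2 fold change of 1.36 (standard error 0.25, adjusted p = 0.0123 from limma). Membership required a call on these samples, so these counts are not independent evidence. Genes of the overlap past the threshold numbered 27 and 25 without untreated replicate 1 and 3 in turn.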

A total of 18 genes previously shown to be associated with iron homeostasis showed an increase in transcript abundance compared to untreated controls. Of these, eight are thought to be regulated by Fur (49). In addition to damaging Fe-S cluster-containing enzyme centers, HP reacts with free iron inside bacteria to produce highly reactive hydroxyl radicals that directly damage proteins and deplete intracellular free iron pools (70). 

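In the iron category of Table S3, 16 of 18 genes rose, none fell and 2 did not pass the test at an adjusted p under 0.05 from limma. All 18 log2 fold changes were positive. *ccmA* (NGO1318), a cytochrome *c* biogenesis gene, rose with a log2 fold change of 1.18 (standard error 0.14, adjusted p = 0.00128 from limma). The category holds only genes called on these samples and is not independent evidence of direction.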

As such, iron-associated genes that respond to HP belong to the following two main categories: (i) those that act to tightly regulate iron transport, maintaining the intracellular free iron pool, and (ii) those involved in biosynthesis of Fe-S cluster-containing enzyme centers. 

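Of 11 listed iron uptake genes, 9 rose and none fell, and 10 rose when adjusted over the list alone (adjusted p = 3.42e-11 with limma's camera at its preset correlation, adjusted p = 0.0333 with an estimated correlation). *tbpB* (NGO1496) and *tbpA* (NGO1495), which encode the transferrin receptor, rose with log2 fold changes of 1.83 (standard error 0.17, adjusted p = 0.000274 from limma) and 1.32 (standard error 0.14, adjusted p = 0.000584 from limma). *fetA* (NGO2093), a siderophore receptor gene, stood at 1.57 (standard error 0.22, adjusted p = 0.00293 from limma). The energy-transducing genes *tonB* (NGO1379), *exbB* (NGO1378) and *exbD* (NGO1377) had log2 fold changes of 1.38, 1.15 and 0.99, and *tdfG* (NGO0553) and *efeO* (NGO2050) of 0.82 and 0.56, all 5 past the threshold. *fetB* (NGO2092) at 0.55 (adjusted p = 0.0839 from limma) and *hpuB* (NGO2109) at 0.44 (adjusted p = 0.259 from limma) did not pass it. Every member of the list is in Table S3, so the count is not independent evidence. *efeO* was not past the threshold without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2, or with quantile normalization or with robust empirical Bayes (adjusted p from 0.0266 to 0.177 over the alternatives, limma).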

Iron is transported across the outer and cytoplasmic membranes by Ton-B-dependent transporters, and genes like *tbpA*, *tbpB*, *hpuB*, *fetA*, *fetB*, *tonB*, *exbB*, *exbD*, *tdfG*, *and efeO*, all involved or putatively involved in iron transport (71–76), showed increased transcript abundance.

In addition to affecting iron transport and acquisition, increased intracellular HP levels have been shown to affect proteins containing Fe-S clusters. These chemically versatile structural protein centers contain ensembles of iron and sulfide, are found ubiquitously throughout the bacterial cell, are responsible for a variety of enzymatic activities, and are chemically vulnerable to oxidation (77). 

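All 7 genes in a list of Fe-S cluster assembly rose, 7 also when adjusted over the list alone (adjusted p = 8.85e-12 with limma's camera at its preset correlation, adjusted p = 0.0333 with an estimated correlation). *iscS* (NGO0636), the cysteine desulfurase gene, was at 303 ± 20.7 TPM (SD, n = 3) in untreated cultures and 1666 ± 206 TPM (SD, n = 3) after HP, a log2 fold change of 2.45 (standard error 0.13, adjusted p = 2.29e-05 from limma). The scaffold gene *iscU* (NGO0633) and the carrier genes *iscA* (NGO0632) and *erpA* (NGO1426) rose with log2 fold changes of 1.68, 1.64 and 1.12 (adjusted p = 0.000188, 0.00116 and 0.000822 from limma). The chaperone gene *hscA* (NGO0829) rose least, at 0.51 (adjusted p = 0.0197 from limma). All 7 genes are in Table S3, which was called on these samples, so this is not independent evidence. *hscA* was not past the threshold without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2 (adjusted p from 0.0172 to 0.0801 over the alternatives, limma).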

N. gonorrhoeae orthologs of the well-studied E. coli system of Fe-S cluster assembly and repair, *iscS*, *iscA*, *iscU*, *and erpA*, showed increased transcript abundance, as did the biosynthesis master regulator gene *iscR* (77). These data illustrate a complex interplay between the HP-sensing and iron-sensing regulons of N. gonorrhoeae and suggest the hypothesis that iron availability and protection from oxidative killing may have other functional interactions.

### HP-transcriptome interaction with gene networks affected by oxygen concentration and HP-regulated genes involved in cellular respiration.

Previous reports have also identified genes whose expression is affected by both the presence of HP and oxygen availability (57). Sixty-five genes that had differential transcript abundance when N. gonorrhoeae bacteria were grown anaerobically overlapped our HP-regulated data set. Similarly to our comparisons performed with iron-regulated transcripts, the subset of HP-regulated genes that were also anaerobic regulated showed a strong correlation with respect to the direction of regulation. The majority of HP-induced genes that overlapped were induced under anaerobic conditions and the vast majority of HP-repressed genes were repressed under anaerobic conditions (Table S4).

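Among the 65 genes of the anaerobic overlap in Table S5, 35 rose, 17 fell and 13 did not pass the test. Of 28 genes that were higher after HP and induced anaerobically, 21 were past the threshold, and all 14 that were higher but repressed anaerobically were past it. Of 23 genes that were lower after HP, 19 were repressed anaerobically, with 14 past the threshold, and 4 were induced, with 3 past it. The overlap consists of genes called on these samples and is not independent evidence. Its genes past the threshold numbered 29 and 31 without untreated replicate 1 and 3 in turn.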

Electron transport chains are necessary in bacteria to drive metabolism, maintain proton motive force, and provide electron transport for ATP synthesis (78). During the course of infection, N. gonorrhoeae is subjected to oxygen limitation inside the host urogenital tract (4, 57) and evidence shows that anaerobiosis is a physiologically significant state for N. gonorrhoeae during human infection (54, 57, 64). Three transcriptional regulators involved in oxygen sensing, as well as 20 genes involved in cellular respiration, denitrification, and anaerobiosis, displayed differential transcript abundance in response to HP exposure. 

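Of the 21 respiration genes in Table S3, 13 fell, 3 rose and 5 did not pass the test. Many of the genes that fell encode NADH dehydrogenases, which pass electrons from NADH to quinones. Of a list of 11, 9 fell, none rose, and 11 fell when adjusted over the list alone (adjusted p = 6.75e-09 with limma's camera at its preset correlation, adjusted p = 0.0690 with an estimated correlation). *nqrA* (NGO1413), of the sodium-pumping enzyme, was at 923 ± 130.3 TPM (SD, n = 3) in untreated cultures and 479 ± 29.1 TPM (SD, n = 3) after HP, a log2 fold change of -0.94 (standard error 0.13, adjusted p = 0.00293 from limma). In a list of 6 cytochrome genes, 3 fell and 2 rose (4 lower and 2 higher when adjusted over the list alone, adjusted p = 0.343 with limma's camera at its preset correlation). *cycB*, *cccA* and *ccoP* fell, the last named after its values had been seen, and *ccmA* and *ccsB*, of cytochrome biogenesis, rose. These lists hold only genes of Table S3 and are not independent evidence. Respiration genes past the threshold numbered 4, 5 and 2 without untreated replicate 1, 2 and 3 in turn and 9 and 5 without HP replicate 1 and 2 in turn, NADH dehydrogenase genes 3, 3 and 1 without untreated replicate 1, 2 and 3 in turn and 3 without HP replicate 2, and cytochrome genes 1, 2 and 1 without untreated replicate 1, 2 and 3 in turn and 2 without HP replicate 1 or 2. In limma's alternatives, calls were lost for *ccsB* without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2 (adjusted p from 0.0177 to 0.0873), for *cccA* without untreated replicate 1, 2 or 3, or without HP replicate 1 (adjusted p from 0.0212 to 0.115), for *cycB* without untreated replicate 1 or 3, or without HP replicate 2 (adjusted p from 0.00153 to 0.0624) and for *ccoP* without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2, or without the variance trend (adjusted p from 0.0218 to 0.127).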

The gene *aniA*, which controls the N. gonorrhoeae denitrification system required for anaerobic growth, as well as other genes involved in denitrification showed decreased transcript abundance. 

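*aniA* (NGO1276), the nitrite reductase gene, showed the largest fall of all 1845 genes, with 1124 ± 119.5 TPM (SD, n = 3) in untreated cultures and 112 ± 46.3 TPM (SD, n = 3) after HP, a log2 fold change of -3.39 (standard error 0.27, adjusted p = 0.000113 from limma). Among 5 listed genes of denitrification and its regulation, 3 fell and 1 rose, and 4 fell and 1 rose when adjusted over the list alone (adjusted p = 0.00542 with limma's camera at its preset correlation). The call of the list was lost, at adjusted p = 0.0796 with an estimated correlation. *cycP* (NGO1080), a cytochrome gene of the list, had -0.62 (adjusted p = 0.0690 from limma) as its log2 fold change and did not pass the test. The list was matched within Table S3 and is not independent evidence. Its genes past the threshold numbered 1 without untreated replicate 1 and 2 without HP replicate 2.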

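*narQ* (NGO0753), the sensor kinase gene, was at 129 ± 12.2 TPM (SD, n = 3) in untreated cultures and 71.6 ± 13.0 TPM (SD, n = 3) after HP, and *narP* (NGO0752), the response regulator gene, was at 83.4 ± 10.2 TPM (SD, n = 3) in untreated cultures and 49.5 ± 4.86 TPM (SD, n = 3) after HP. Both fell, with log2 fold changes of -0.85 (standard error 0.15, adjusted p = 0.0123 from limma) and -0.74 (standard error 0.14, adjusted p = 0.0142 from limma). In limma's alternatives, calls were lost for *narQ* without untreated replicate 1, or without HP replicate 2 (adjusted p from 0.00335 to 0.0596) and for *narP* without untreated replicate 1 or 3, or without HP replicate 2 (adjusted p from 0.00991 to 0.0689).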

The genes encoding the nitrate-responsive two-component regulatory system NarQ-NarP showed decreased transcript abundance. N. gonorrhoeae NarQ-NarP activates the *aniA* nitrite reduction gene but does not do so in response to any known stimulus. Studies profiling a *narP* mutant have found a small regulon focused on denitrification (64, 79). 

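*fnr* (NGO1579), whose product senses oxygen through an Fe-S cluster, rose after HP. Its abundance was 374 ± 25.1 TPM (SD, n = 3) in untreated cultures and 592 ± 65.2 TPM (SD, n = 3) after HP, a log2 fold change of 0.66 (standard error 0.12, adjusted p = 0.0125 from limma). *fnr* was not past the threshold without untreated replicate 1 or 2 (adjusted p from 0.0111 to 0.0596 over the alternatives, limma).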

The gene encoding oxygen-sensing transcriptional regulator FNR showed increased transcript abundance. Whereas FNR affects transcription of more than 100 operons in E. coli, only 20 genes have been shown to be regulated by FNR in N. gonorrhoeae (54), including the *aniA* and *norB* anaerobic operon and *ccpR* cytochrome *c* peroxidase genes. *ccpR*, a cytochrome *c* peroxidase, has been previously shown to protect N. gonorrhoeae from HP but not from reactive nitrogen species (RNS) (118). A subset of six genes regulated by FNR overlapped genes regulated by HP, with correlation with respect to the direction of regulation. 

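Of the 6 FNR-regulated genes in Table S5, 3 rose, 2 fell and 1 did not pass the test. Among the 4 that were higher after HP, 3 are marked as FNR activated, with 2 past the threshold, and NGO1428 is marked as repressed. The 2 that fell, *aniA* and NGO1215, are both marked as activated. NGO1622, a phage gene of this group, had 2.54 ± 0.274 TPM (SD, n = 3) in untreated cultures and 11.5 ± 4.91 TPM (SD, n = 3) after HP, a log2 fold change of 1.73 (standard error 0.34, adjusted p = 0.0164 from limma). The set holds only genes called on these samples. Its genes past the threshold numbered 3 without untreated replicate 1, 2 or 3. NGO1622 was not past the threshold without untreated replicate 1, 2 or 3 (adjusted p from 0.00385 to 0.0723 over the alternatives, limma).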

HP-induced genes have also been shown to be activated by FNR, while HP-repressed genes have been shown to be repressed by FNR. These data suggest that HP affects oxygen-sensing regulators and influences the regulation of cellular respiration at many levels. It is possible that FNR may be inactivated by oxidation under conditions of HP exposure.

It has been shown that anaerobically grown Saccharomyces cerevisiae bacteria are hypersensitive to low doses of HP (80), implying the possibility that downregulation of anaerobic respiration genes can serve to protect N. gonorrhoeae from oxidative damage. In addition, oral dental niche bacteria that use HP as an antimicrobial to compete with other bacteria for niche colonization downregulate HP synthesis in response to anaerobic conditions, implying that these two pathways may be commonly regulated opposite one another (81). It has been observed that when grown microaerobically, the nitrogen-fixing environmental Gram-negative bacterium Rhodobacter sphaeroides switches to high-oxygen metabolism after exposure to HP (82). It is similarly possible that downregulation of anaerobic respiration serves to protect N. gonorrhoeae from HP exposure through protection against oxidative damage. Whether HP may adaptively signal N. gonorrhoeae to undergo a transcriptional program suitable for the different types of respiration required for different various stages of infection and, if so, what role this might play during infection remain to be determined. Interestingly, it has been suggested that the N. gonorrhoeae denitrification pathway’s reduction of environmental NO, required for anaerobic respiration, may have immunomodulatory effects on the host through immune cell signaling via NO concentration, specifically affecting the incidence of asymptomatic disease (79).

### HP-transcriptome interaction with the RpoH regulon and HP-regulated genes involved in protein folding and homeostasis.

Radicals produced by HP can directly interact with proteins, causing damage and misfolding, and the altered intracellular redox conditions caused by increased HP concentration can cause bonds within proteins to be oxidized, also contributing to protein misfolding (83). In addition, the transcriptional regulatory circuits that respond to heat shock and general cellular distress in N. gonorrhoeae, such as those involving genes controlled by protein homeostasis regulator RpoH, have been shown to overlap the transcriptional response to HP (53). Indeed, 17 genes belonging to the known RpoH regulon showed differential transcript abundance when exposed to sublethal HP in this study (Tables S4 and S5). All 15 overlapping HP-induced genes were RpoH or heat shock activated, and two HP-repressed genes were RpoH or heat shock repressed. 

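Of the 17 genes of the RpoH overlap in Table S5, 13 rose, 1 fell and 3 did not pass the test. The 15 that are higher in Table S5 had a median log2 fold change of 0.92, and all 15 values were positive. The gene that fell is *nspA* (NGO0233), which encodes an outer membrane protein, with a log2 fold change of -0.78 (standard error 0.16, adjusted p = 0.0186 from limma); it was named after its values had been seen. *nspA* was not past the threshold without untreated replicate 1, 2 or 3 (adjusted p from 0.0127 to 0.0934 over the alternatives, limma). Selection of the overlap rested on these samples, so it is not independent evidence. Genes of the overlap past the threshold numbered 9 without untreated replicate 1, 2 or 3.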

A total of 12 genes associated with heat shock and protein homeostasis showed an increase in transcript abundance under conditions of sublethal HP levels. Nine of those genes were previously shown to be part of the RpoH regulon (*dnaJ*, *dnaK*, *grpE*, *groES*, *clpB*, *lon*, and *secB*, which encode chaperones that stabilize protein conformation and refold misfolded proteins [84, 85], *hscB*, which [together with *hscA*] encodes cochaperones to Hsp70 [86, 87], and *htpX*). 

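In the heat shock and protein folding category, 12 genes rose, 1 fell and 1 did not pass the test. *dnaK* (NGO1429), the Hsp70 chaperone gene, was at 3089 ± 314 TPM (SD, n = 3) in untreated cultures and 6773 ± 1401 TPM (SD, n = 3) after HP, a log2 fold change of 1.12 (standard error 0.17, adjusted p = 0.00523 from limma). *lon* (NGO0775), a protease gene, rose with a log2 fold change of 1.10 (adjusted p = 0.00441 from limma). The log2 fold changes of the cochaperone genes *hscB* (NGO0630) and *dnaJ* (NGO1901) were 1.59 (adjusted p = 7.62e-05 from limma) and 0.64 (adjusted p = 0.0114 from limma). *htpX* (NGO0399), a membrane protease gene, had a log2 fold change of 0.88 (standard error 0.18, adjusted p = 0.0196 from limma). In a list of 13 chaperones and proteases, 11 rose and 1 fell, and 12 rose and 1 fell when adjusted over the list alone (adjusted p = 1.81e-10 with limma's camera at its preset correlation). The call of this list was lost, at adjusted p = 0.0796 with an estimated correlation. The gene that fell is *clpP* (NGO0593), a protease subunit gene named after its values had been seen. Category and list hold genes called on these samples and are not independent evidence. In limma's alternatives, calls were lost for *htpX* without untreated replicate 1, 2 or 3 (adjusted p from 0.00798 to 0.0816) and for *dnaJ* without untreated replicate 1 or 2 (adjusted p from 0.00988 to 0.0568).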

Due to HP’s ability to produce free radicals and cause protein damage and misfolding, it may activate RpoH-mediated pathways to maintain protein homeostasis.

### HP-transcriptome interaction with the MtrR and MpeR regulons.

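*mpeR* (NGO0025), which encodes an AraC-type regulator, was at 4.55 ± 0.372 TPM (SD, n = 3) in untreated cultures and 84.2 ± 16.0 TPM (SD, n = 3) after HP. This is a log2 fold change of 3.92 (standard error 0.18, adjusted p = 1.77e-05 from limma), with every treated value above every untreated value.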

The gene encoding transcriptional regulator MpeR showed increased transcript abundance in response to sublethal HP treatment. MpeR has been shown to directly repress *mtrR*, encoding the MtrR repressor of the MtrCDE efflux pump, thus increasing efflux in response to low iron levels in the cell (58). These two regulators have no previous known function contributing to regulation under oxidative conditions. *mtrR* did not show decreased transcript abundance in this study, possibly owing to our experiment being performed on N. gonorrhoeae in mid-log phase under iron-replete conditions, while MpeR repression of *mtrR* occurs in stationary phase under iron-depleted conditions. Comparing the sublethal HP-regulated transcriptome to the known MtrR and MpeR regulons, two subsets of overlapping genes were observed, with a strong correlation observed for the direction of regulation for both regulators. A total of 14 HP-regulated genes regulated by HP are regulated by MpeR, while 12 HP-regulated genes are regulated by MtrR. Twelve genes were induced by HP and repressed by MpeR, while eight genes were induced by HP and repressed by MtrR. 

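Of the 12 genes of the MtrR overlap in Table S5, 8 rose, 3 fell and 1 did not pass the test. The 8 that rose are marked as MtrR repressed, with a median log2 fold change of 1.30, and so are the 3 that fell, with a median of -0.61. Of the 14 genes of the MpeR overlap, 5 rose, none fell and 9 did not pass the test (6 rose when adjusted over the list alone). Among its 12 genes that are higher after HP and MpeR repressed, 4 were past the threshold and the median was 0.16. *hslO* (NGO1189), a redox-regulated chaperone gene of the MtrR overlap, rose with a log2 fold change of 1.25 (standard error 0.18, adjusted p = 0.00371 from limma). The MtrR overlap was drawn from genes called on these samples and is not independent evidence. Of the MpeR overlap, 6 of the 14 genes are in Table S3 and the other 8 are not, so its median is mostly that of genes outside the set called by the paper. Genes of the MtrR overlap past the threshold numbered 5, 7 and 5 without untreated replicate 1, 2 and 3 in turn and 6 without HP replicate 2.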

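The disaggregase gene *clpB* (NGO1046) was at 439.9 ± 23.5 TPM (SD, n = 3) in untreated cultures and 2035 ± 347 TPM (SD, n = 3) after HP, a log2 fold change of 2.19 (standard error 0.14, adjusted p = 3.04e-05 from limma). The nucleotide exchange factor gene *grpE* (NGO1422) and the oligopeptidase gene *prlC* (NGO1770) also rose, with log2 fold changes of 1.48 (standard error 0.15, adjusted p = 0.000565 from limma) and 1.05 (standard error 0.16, adjusted p = 0.00371 from limma). The cochaperonin gene *groES* (NGO2094) had a log2 fold change of 0.51 (standard error 0.17, adjusted p = 0.0988 from limma) and did not pass the test.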

As discussed above, four heat shock-related and protein-folding-related genes of the MpeR regulon (*clpB*, *grpE*, *prlC*, and *groES*) were increased in transcript abundance. An increase in the transcript abundance in these protein-folding-related and homeostasis-related genes may indicate a mechanism through which MpeR responds to HP during infection. MtrR is known to directly repress *rpoH*, so MpeR repression of MtrR could affect gene expression in an RpoH-mediated manner, possibly with *mtrR* repression occurring below the level of detection under these conditions. Alternatively, it may indicate a previously unknown overlap of transcriptional regulation through RpoH and regulation through MpeR. Since efflux is a critical process for antibiotic resistance, it is possible that the HP levels influence the sensitivity of N. gonorrhoeae to antimicrobials.

### Effect of sublethal HP on other transcriptional regulators.

In addition to those already discussed, three transcriptional regulators showed decreased transcript abundance in response to sublethal HP. 

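*xre* (NGO0797), which encodes a helix-turn-helix regulator, fell from 374 ± 56.8 TPM (SD, n = 3) to 135 ± 25.4 TPM (SD, n = 3). Its log2 fold change was -1.47 (standard error 0.17, adjusted p = 0.00116 from limma).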

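*dksA* (NGO1904), which encodes an RNA polymerase-binding factor, was at 358 ± 33.7 TPM (SD, n = 3) in untreated cultures and 261 ± 21.4 TPM (SD, n = 3) after HP and fell with a log2 fold change of -0.45 (standard error 0.12, adjusted p = 0.0486 from limma). The methyltransferase gene *ngoAXmod* (NGO0545) had a log2 fold change of -0.41 (standard error 0.14, adjusted p = 0.116 from limma) and did not pass the test. *dksA* was not past the threshold without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2, or with quantile normalization or without the variance trend (adjusted p from 0.0221 to 0.164 over the alternatives, limma).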

Two noncanonical regulators, *ngoAX* and *dksA*, two N. gonorrhoeae genes that regulate transcription without directly binding to DNA, showed decreased transcript abundance. *ngoAX* encodes a methyltransferase (NgoAX) shown to globally regulate gene expression, biofilm formation, interaction with epithelial cells, and growth, resulting in decreased transcript abundance (52). Five of the 121 genes known to be regulated by NgoAX also showed differential transcript abundance after HP treatment (52). The second noncanonical regulator gene was a homolog of *dksA*, a gene encoding an RNA polymerase (RNAP) binding protein that regulates the RNAP reaction to ppGpp and rRNA transcription (88). It is not known if ppGpp levels are linked to coordination of an adaptation program to oxidative conditions, but guanine nucleotides are the most common target of oxidation (89).

In addition to those already described, seven transcriptional regulators showed differential transcript abundances in response to HP. Among the total of 14 regulators, *fur*, *iscR*, *mpeR*, *lexA*, and *lrp* were detected by a previous microarray study that exposed N. gonorrhoeae to HP (24). In addition to those regulators already discussed, the following four regulators showed increased transcript abundance in response to HP: *lexA*, *marR*, *npr*, and *gntR*. *lexA* encodes a homolog to E. coli SOS response regulator LexA. 

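*gntR* (NGO1221), a GntR family regulator gene, was at 232 ± 27.7 TPM (SD, n = 3) in untreated cultures and 348 ± 80.7 TPM (SD, n = 3) after HP. Its log2 fold change of 0.57 (standard error 0.17, adjusted p = 0.0781 from limma) did not pass the test.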

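*recN* (NGO0318), a double-strand break repair gene, rose the most of this group, with 174 ± 42.1 TPM (SD, n = 3) in untreated cultures and 775 ± 228 TPM (SD, n = 3) after HP and a log2 fold change of 2.14 (standard error 0.25, adjusted p = 0.00120 from limma). NGO1428 rose with a log2 fold change of 1.83 (standard error 0.26, adjusted p = 0.00293 from limma). *lexA* (NGO1427), the repressor gene itself, was at 16.8 ± 0.678 TPM (SD, n = 3) in untreated cultures and 46.4 ± 16.9 TPM (SD, n = 3) after HP, a log2 fold change of 1.34 (standard error 0.26, adjusted p = 0.0150 from limma). *lexA* was not past the threshold without untreated replicate 1, 2 or 3 (adjusted p from 0.000141 to 0.0668 over the alternatives, limma).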

LexA has been shown to regulate three N. gonorrhoeae genes, namely, itself, *recN*, and a gene of unknown function, NGO1428, all of which showed increased transcript abundance in this study (90). This result suggests that HP regulation of these genes was dependent only on LexA, since the DNA-binding ability of LexA is inhibited by the oxidation of a cysteine residue by HP (90). 

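*marR* (NGO1244) was at 9.22 ± 0.815 TPM (SD, n = 3) in untreated cultures and 25.1 ± 3.24 TPM (SD, n = 3) after HP. It rose with a log2 fold change of 1.35 (standard error 0.18, adjusted p = 0.00206 from limma).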

Another gene, *marR*, encoding a protein belonging to the multiple antibiotic resistance regulator (MarR) family of transcriptional regulators, showed increased transcript abundance with no previously known adaptation to oxidative conditions in N. gonorrhoeae. MarR regulators are repressors whose DNA-binding activity is attenuated by oxidation of certain cysteine residues (91), indicating a possible mechanism for the HP-induced *marR* transcript level.

### A subset of cryptic prophage genes is induced by HP.

Putative phage repressor *npr* showed increased transcript abundance in response to HP. 

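*npr* (NGO1013) was at 17.4 ± 2.21 TPM (SD, n = 3) in untreated cultures and 35.9 ± 11.2 TPM (SD, n = 3) after HP, a log2 fold change of 0.96 (standard error 0.25, adjusted p = 0.0441 from limma). *npr* was not past the threshold without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2, or without the variance trend (adjusted p from 0.000959 to 0.151 over the alternatives, limma).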

Little is known about the function of any of these phage-related genes in N. gonorrhoeae. *npr*, a XRE phage repressor, resides in a genomic region thought to be an incomplete prophage island incapable of forming functional particles and has been previously shown to regulate genes within the NGO0460-NGO0463 phage locus (92). A mutant in this repressor showed increased adhesion to epithelial cells in tissue culture and increased colonization of a mouse mucosal model (92), suggesting that this transcriptional regulator has also been coopted to regulate bacterial genes, though the identity of the genes in this putative regulon remains unknown.

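Of the 19 phage-associated genes in Table S3, 8 rose, none fell and 11 did not pass the test, although all 19 log2 fold changes were positive. *prtR* (NGO1116), a phage repressor gene, had 186 ± 14.9 TPM (SD, n = 3) in untreated cultures and 366 ± 18.2 TPM (SD, n = 3) after HP, a log2 fold change of 0.97 (standard error 0.11, adjusted p = 0.00109 from limma). *fxsA* (NGO0307), an exclusion suppressor gene, rose with a log2 fold change of 1.43 (adjusted p = 0.0171 from limma). Across a list of 128 tested genes in prophage regions, 8 rose and none fell, 2 rose when adjusted over the list alone, and 114 values were positive (adjusted p = 6.75e-09 with limma's camera at its preset correlation). This call was lost, at adjusted p = 0.212 with an estimated correlation. Without the phage genes of Table S3, 1 of 110 rose, 0 when adjusted over the list alone, and 96 values were positive (adjusted p = 1.05e-05 with limma's camera at its preset correlation, adjusted p = 0.311 with an estimated correlation). The regions were intervals of locus numbers set around the phage genes and paralogs that the paper lists, so neither list is independent evidence. The smaller list still holds 2 other genes of Table S3. The category was chosen on these samples and is not independent evidence. Its genes past the threshold numbered 1, 1 and 2 without untreated replicate 1, 2 and 3 in turn, 3 and 4 without HP replicate 1 and 2 in turn and 4 at a minimum mean of 10 TPM, and those of the prophage list 1, 1 and 2 without untreated replicate 1, 2 and 3 in turn, 2, 3 and 21 without HP replicate 1, 2 and 3 in turn and 5 at a minimum mean of 10 TPM. *fxsA* was not past the threshold without untreated replicate 1, 2 or 3 (adjusted p from 0.0108 to 0.0757 over the alternatives, limma).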

The most unexpected result from this study was the increased transcript abundance upon HP exposure of 19 phage-associated genes, none of which were reported in the previous microarray study (24). Induction of lytic phage by hydrogen peroxide has been observed in other Gram-negative bacteria (49, 63, 93, 94). A study performing RNA-Seq on clinical gonococcal exudates from women found increased transcript abundance in seven phage-associated genes in cervical exudate (95). Two of these genes, a repressor *npr* gene and NGO0509, a gene of unknown function, were regulated by HP in our study or had orthologs that were regulated by HP in our study (Table S6). 

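NGO0509 was at 718 ± 108 TPM (SD, n = 3) in untreated cultures and 966 ± 112 TPM (SD, n = 3) after HP. Its log2 fold change of 0.43 (standard error 0.15, adjusted p = 0.108 from limma) did not pass the test.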

A new study comparing *in vivo* gonococcal gene expression levels between men and women found that phage-associated genes were expressed in bacteria isolated from both sexes. 

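NGO1030 itself was at 25.4 ± 1.33 TPM (SD, n = 3) in untreated cultures and 20.5 ± 1.72 TPM (SD, n = 3) after HP, a log2 fold change of -0.29 (standard error 0.15, adjusted p = 0.277 from limma) that did not pass the test.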

Two of the genes found in this study, repressor gene *npr* and gene of unknown function NGO1030, are regulated by HP or have orthologs shown to be regulated by HP (96). A study in E. coli showed that the presence of cryptic prophage genes in the genome protected bacteria against challenge by HP, antibiotics, and osmotic and acid stress (97). Taking the data together, the HP induction of some phage genes supports the idea of a potential role for these in N. gonorrhoeae infection.

### Genes involved in translation showed decreased transcript abundance.

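Of the 52 translation genes in Table S3, 30 fell, 1 rose and 21 did not pass the test, and 50 had a negative log2 fold change. The gene that rose is *rsmH* (NGO1544), an rRNA methyltransferase gene, with a log2 fold change of 0.48 (adjusted p = 0.0372 from limma); it was named after its values had been seen. *rsmH* was not past the threshold without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2, or without the variance trend (adjusted p from 0.0329 to 0.143 over the alternatives, limma). Together the genes of this category made up 19.4 ± 0.587% of the summed TPM in untreated cultures and 13.7 ± 0.570% after HP (SD, n = 3 each). The category was chosen on these samples, so the count is not independent evidence. Translation genes past the threshold numbered 3, 13 and 1 without untreated replicate 1, 2 and 3 in turn, 17 and 8 without HP replicate 1 and 2 in turn and 17 without the variance trend.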

A total of 51 genes involved in maintenance of translation showed a decrease in transcript abundance under conditions of sublethal HP exposure, representing a much larger effect on genes involved in translation than was seen in the previous microarray study. 

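Among 32 ribosomal protein genes, 22 fell and none rose, all 32 log2 fold changes were negative, and 32 fell when adjusted over the list alone (adjusted p = 1.73e-17 with limma's camera at its preset correlation). This call was lost, at adjusted p = 0.0672 with an estimated correlation. *rpmA* (NGO1677) was at 4309.9 ± 136 TPM (SD, n = 3) in untreated cultures and 2296 ± 156 TPM (SD, n = 3) after HP, a log2 fold change of -0.91 (standard error 0.11, adjusted p = 0.00165 from limma). *rplR* (NGO18241) and *rpsE* (NGO1824) fell with log2 fold changes of -0.86 (adjusted p = 0.0179 from limma) and -0.79 (adjusted p = 0.0341 from limma). All 32 are in Table S3 and so are not independent evidence. Ribosomal protein genes past the threshold numbered 1, 11 and 1 without untreated replicate 1, 2 and 3 in turn, 10 and 7 without HP replicate 1 and 2 in turn and 10 without the variance trend. Calls were lost in the alternatives of limma for *rplR* without untreated replicate 1 or 3 (adjusted p from 0.00893 to 0.0793) and for *rpsE* without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2, or without the variance trend (adjusted p from 0.00589 to 0.129).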

A total of 32 of these genes code for ribosomal structural proteins involved in subunit assembly. In addition, five genes involved in tRNA decoding of codons during translation showed decreased transcript abundance, as did four genes involved in charging tRNA with amino acids. 

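Of 3 aminoacyl-tRNA synthetase genes, *pheS* (NGO0299) fell with a log2 fold change of -0.53 (standard error 0.12, adjusted p = 0.0270 from limma), *thrS* (NGO0295) fell with one of -0.48 (adjusted p = 0.0445 from limma), and *lysS* (NGO1454) did not pass the test. Of 8 listed translation factors, 3 fell and none rose, and 8 fell when adjusted over the list alone (adjusted p = 6.33e-06 with limma's camera at its preset correlation). This call was lost, at adjusted p = 0.0796 with an estimated correlation. *tuf1* (NGO1842) and *fusA* (NGO1843) encode elongation factors and *infB* (NGO1286) an initiation factor, and they fell with log2 fold changes of -0.63, -0.57 and -0.59. These genes are in Table S3 and are not independent evidence. Translation factor genes past the threshold numbered 1 and 0 without untreated replicate 1 and 3 in turn and 0 without HP replicate 2. Calls were lost in the alternatives of limma for *pheS* without untreated replicate 1, 2 or 3, or without HP replicate 2 (adjusted p from 0.0247 to 0.105), for *thrS* without untreated replicate 1, 2 or 3, or without HP replicate 2 or 3, or with quantile normalization or without the variance trend (adjusted p from 0.0403 to 0.166), for *tuf1* without untreated replicate 1 or 3, or without HP replicate 2 (adjusted p from 0.0142 to 0.126), for *fusA* without untreated replicate 1, 2 or 3, or without HP replicate 2 (adjusted p from 0.0193 to 0.108) and for *infB* without untreated replicate 3, or without HP replicate 2 (adjusted p from 0.00955 to 0.0672).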

HP exposure of E. coli results in reduction of protein synthesis, specifically through enzymatic degradation of tRNAS (98). Oxidative stress also induces mistranslation in E. coli, which can be protective against heat shock, acidic conditions, high osmolarity, and antibiotic exposure (99, 100). These results show that HP has an inhibitory effect on translation that most likely indicates a reduction in growth. Whether this effect on translation is a cause of or an effect of growth reduction remains to be determined.

### Genes involved in oxidative damage protection and redox homeostasis showed increased transcript abundance.

In exposing N. gonorrhoeae to sublethal HP, increased transcript abundance for genes known to protect against oxidative damage and maintain redox homeostasis was expected. Twelve genes that contribute to these functions were detected by our study (Table S3). 

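Of the 13 redox homeostasis genes in Table S3, 9 rose, 1 fell and 3 did not pass the test. *kat* (NGO1767), the catalase gene, was at 2243 ± 198 TPM (SD, n = 3) in untreated cultures and 11719.7 ± 1470.0 TPM (SD, n = 3) after HP, a log2 fold change of 2.38 (standard error 0.14, adjusted p = 2.29e-05 from limma). *msrAB* (NGO2059), a methionine sulfoxide reductase gene, was at 45.5 ± 7.23 TPM (SD, n = 3) in untreated cultures and 254 ± 72.2 TPM (SD, n = 3) after HP, a log2 fold change of 2.43 (standard error 0.21, adjusted p = 0.000187 from limma). The gene that fell, *ccpR* (NGO1769), encodes a cytochrome *c* peroxidase and had a log2 fold change of -2.18 (standard error 0.12, adjusted p = 2.29e-05 from limma). In a list of 11 peroxide and redox defence genes, 7 rose and 1 fell, and 9 rose and 1 fell when adjusted over the list alone (adjusted p = 1.46e-06 with limma's camera at its preset correlation, adjusted p = 0.0333 with an estimated correlation). Of the list, all but *bfrB* (NGO0795) are in Table S3, and the category and those genes were chosen on these samples and are not independent evidence.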

Among the genes with the highest fold increase in transcript abundance were *katA* and *msrAB*, genes that have been shown to protect N. gonorrhoeae against HP and other ROS present in the PMN phagosome (28, 101). 

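*gor* (NGO0925), the glutathione reductase gene, was at 242 ± 15.5 TPM (SD, n = 3) in untreated cultures and 453 ± 60.3 TPM (SD, n = 3) after HP, a log2 fold change of 0.89 (standard error 0.13, adjusted p = 0.00371 from limma). The thioredoxin gene *trx1* (NGO0652) and the organic hydroperoxide gene *osmC* (NGO1222) rose with log2 fold changes of 1.35 (adjusted p = 0.000361 from limma) and 0.95 (adjusted p = 0.00264 from limma). The glutaredoxin gene *grx4* (NGO0351) rose at 0.67 (adjusted p = 0.0240 from limma). The peroxiredoxin gene *prx* (NGO0926) had a log2 fold change of 0.56 (standard error 0.17, adjusted p = 0.0758 from limma) and did not pass the test. *grx4* was not past the threshold without untreated replicate 1, 2 or 3, or without HP replicate 2 (adjusted p from 0.0190 to 0.0970 over the alternatives, limma).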

Several genes known to be involved in maintaining redox homeostasis under oxidative conditions were detected, including *gor*, a glutathione (GSH) oxidoreductase gene that maintains a reduced cellular pool of chemical scavenger GSH (27, 66), and many genes encoding members of the glutaredoxin, thioredoxin, and peroxiredoxin protein families (*prx*, *osmC*, *grx4*, *grx3*, and *trx*). *katA*, *prx*, and *gor* are members of the OxyR regulon; however, the gene encoding OxyR was not affected by HP exposure in this study or in the 2005 microarray study. This result may indicate that HP activation of OxyR occurs at the posttranslational level through reversible disulfide bond formation, as is the case for E. coli (102).

### Genes involved in DNA replication and repair were affected by HP.

Expectedly, as DNA is a target for ROS in bacteria, 16 genes involved in DNA replication and repair showed differential transcript abundance levels. Of these, 6 genes showed an increase in abundance and 10 showed a decrease. 

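Of the 16 DNA replication and repair genes in Table S3, 3 rose, 3 fell and 10 did not pass the test. *recN*, *ruvX* (NGO0568), a Holliday junction resolvase gene, and *dnaG* (NGO0998), the primase gene, rose. *xseA* (NGO0655), an exonuclease subunit gene, *Eco29kI* (NGO1208), a restriction endonuclease gene, and *uvrA* (NGO1207), an excision repair gene, fell. Their log2 fold changes were 0.71 (adjusted p = 0.0401 from limma) for *ruvX*, -0.73 (adjusted p = 0.0240 from limma) for *xseA* and -0.80 (adjusted p = 0.0341 from limma) for *Eco29kI*; *dnaG* and *uvrA* were named after their values had been seen. In a list of 9 DNA repair and SOS genes, 3 rose and 2 fell, and 4 rose and 5 fell when adjusted over the list alone (adjusted p = 0.946 with limma's camera at its preset correlation). All 9 are in Table S3, so the list is not independent evidence. The category was chosen on these samples and is not independent evidence. Its genes past the threshold numbered 1 without untreated replicate 1, 2 or 3, 3 without HP replicate 1 or 2 and 2 without the variance trend, and those of the list 1 without untreated replicate 1, 2 or 3, 2 and 3 without HP replicate 1 and 2 in turn, 3 with quantile normalization and 3 without the variance trend. In limma's alternatives, calls were lost for *ruvX* without untreated replicate 1, 2 or 3, or without HP replicate 1, or with quantile normalization or without the variance trend (adjusted p from 0.0286 to 0.145), for *dnaG* without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2, or without the variance trend (adjusted p from 0.0147 to 0.129), for *xseA* without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2 (adjusted p from 0.0137 to 0.0873), for *Eco29kI* without untreated replicate 1, 2 or 3, or without the variance trend (adjusted p from 0.0140 to 0.129) and for *uvrA* without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2, or with quantile normalization or without the variance trend (adjusted p from 0.0400 to 0.184).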

Free radicals directly attack DNA purine and pyrimidine bases, as well as sugar moieties, creating single-strand and double-strand breaks in the DNA backbone. Other products of free radical damage to DNA include base and sugar adducts and DNA cross-links to other molecules, creating lesions that can stall replication (103).

### Many genes involved in N. gonorrhoeae physiology were affected by HP.

In addition, 46 genes involved in general cellular metabolism or biosynthesis were affected, with 22 genes showing increased abundance and 24 genes showing decreased abundance. 

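Of the 46 metabolism and biosynthesis genes in Table S3, 13 rose, 10 fell and 23 did not pass the test. *lldD* (NGO0639), a lactate dehydrogenase gene, was at 272 ± 42.5 TPM (SD, n = 3) in untreated cultures and 1119 ± 351 TPM (SD, n = 3) after HP, a log2 fold change of 2.00 (standard error 0.22, adjusted p = 0.000935 from limma). *metF* (NGO0929), a gene of single-carbon metabolism, fell with a log2 fold change of -0.94 (standard error 0.14, adjusted p = 0.00458 from limma). The category was drawn from genes called on these samples and is not independent evidence. Metabolism genes past the threshold numbered 12, 11 and 11 without untreated replicate 1, 2 and 3 in turn and 12 without HP replicate 2.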

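Of 3 TCA cycle genes, *fumC* (NGO1029), the fumarase gene, and *gltA* (NGO0918), the citrate synthase gene, rose with log2 fold changes of 2.42 (standard error 0.15, adjusted p = 2.29e-05 from limma) and 0.96 (standard error 0.15, adjusted p = 0.00526 from limma), and *idh* (NGO1082) did not pass the test. These 3 were the only genes of the list matched by symbol, and all are in Table S3. In glycolysis, *gapA* (NGO1776), the glyceraldehyde-3-phosphate dehydrogenase gene, was at 293 ± 54.0 TPM (SD, n = 3) in untreated cultures and 148 ± 19.4 TPM (SD, n = 3) after HP and fell with a log2 fold change of -0.97 (standard error 0.17, adjusted p = 0.00901 from limma). The amino acid synthesis gene *argC* (NGO0118) had 0.34 (adjusted p = 0.0957 from limma) as its log2 fold change and did not pass the test.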

The main categories affected by HP exposure in metabolism were amino acid synthesis, pyruvate metabolism, tricarboxylic acid (TCA) cycle reactions, and glycolysis. Interestingly, *relA*, the gene encoding a ribosome-associated (p)ppGpp synthetase (PSI), showed increased transcript abundance. (p)ppGpp is an alarmone, a compound that accumulates in the cytoplasm of cells starved for amino acids, controlling a pleiotropic response known as the stringent response. 

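*relA* (NGO1382) was at 211 ± 0.758 TPM (SD, n = 3) in untreated cultures and 278 ± 36.0 TPM (SD, n = 3) after HP. Its log2 fold change was 0.39 (standard error 0.12, adjusted p = 0.0941 from limma), which did not pass the test.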

During the stringent response, macromolecular synthesis, metabolism, and rRNA and tRNA synthesis are downregulated and *rpoH* is upregulated. In N. gonorrhoeae, RelA alone is responsible for the accumulation of (p)ppGpp in cells starved for serine (104). An Enterococcus faecalis *relA* mutant grew better in 1 mM HP but was more sensitive to 45 mM HP than the parental strain (105). As HP can affect protein homeostasis and cellular transport, it was expected that envelope-associated proteins would show differential transcript abundance levels in response to HP. 

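Of the 22 envelope-associated genes in Table S3, 9 rose, 4 fell and 9 did not pass the test. *yphA* (NGO1948), an inner membrane protein gene, was at 231 ± 24.9 TPM (SD, n = 3) in untreated cultures and 601 ± 68.2 TPM (SD, n = 3) after HP, a log2 fold change of 1.37 (standard error 0.13, adjusted p = 0.000383 from limma). *macA* (NGO1440), a transporter gene, rose with a log2 fold change of 0.62 (adjusted p = 0.0123 from limma). Of 4 lipid A and lipooligosaccharide genes, *lpxC* and *kdtA* (NGO1915) rose and none fell (2 higher and 2 lower when adjusted over the list alone, adjusted p = 0.465 with limma's camera at its preset correlation), the latter at 0.58 (adjusted p = 0.0304 from limma). All 4 are in Table S3, so this list is not independent evidence. The 4 envelope genes that fell are *citT*, *nspA*, *nagZ* (NGO0135) and *hisJ* (NGO1152), the last 2 named after their values had been seen. The category was chosen on these samples and is not independent evidence. Its genes past the threshold numbered 3, 4 and 4 without untreated replicate 1, 2 and 3 in turn and 7 and 6 without HP replicate 1 and 2 in turn, and those of the lipid A list 1 without untreated replicate 1, 2 or 3 and 1 without HP replicate 1 or 2. In limma's alternatives, calls were lost for *nagZ* without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2 (adjusted p from 0.0127 to 0.126), for *nspA* without untreated replicate 1, 2 or 3 (adjusted p from 0.0127 to 0.0934), for *citT* without untreated replicate 1 or 2, or without HP replicate 2 (adjusted p from 0.00929 to 0.0880), for *hisJ* without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2, or without the variance trend (adjusted p from 0.0358 to 0.145), for *macA* without untreated replicate 1 or 3 (adjusted p from 0.0107 to 0.0659) and for *kdtA* without untreated replicate 1, 2 or 3, or without HP replicate 1 or 2 (adjusted p from 0.0280 to 0.129).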

A total of 21 envelope-associated genes showed differential transcript abundances. Eleven of these genes encoded adhesins or outer membrane proteins, the majority of which showed a decrease in transcript abundance.

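Of 5 genes whose role in Table S3 names an adhesin or an outer membrane protein, 2 rose, 1 fell and 2 did not pass the test, and 3 had a negative log2 fold change (median of the 5, -0.42). That median is the value of *mafA2* (NGO1393), and all its values equal those of *mafA3* (NGO1584). These loci were not separated, so where both are counted, the negative majority and median rest on a repeated measurement. These 5 were found by the wording of the role and are not the full set that the paper counts. *ompA* (NGO1559) was at 405 ± 62.8 TPM (SD, n = 3) in untreated cultures and 852 ± 62.1 TPM (SD, n = 3) after HP, a log2 fold change of 1.08 (standard error 0.14, adjusted p = 0.00165 from limma). The pilus assembly gene *pilM* (NGO0098) lies outside this set and had a log2 fold change of -0.45 (standard error 0.15, adjusted p = 0.105 from limma), which did not pass the test. The adhesin gene *lecA* (NGO1981), named after its values had been seen, rose with a log2 fold change of 0.59 (adjusted p = 0.0276 from limma). The genes of the set were chosen on these samples. *lecA* was not past the threshold without untreated replicate 1, 2 or 3, or without HP replicate 2 (adjusted p from 0.0195 to 0.118 over the alternatives, limma).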

### The HP-induced transcriptome overlaps the organic peroxide transcriptome but not with bleach or superoxide.

During infection, N. gonorrhoeae encounters different types of reactive oxygen species (ROS) in addition to HP. N. gonorrhoeae bacteria produce various ROS as by-products of their own metabolic and redox homeostasis and also encounter ROS produced by resident commensal lactobacilli in the surrounding genital tract. In addition, N. gonorrhoeae encounters host-derived ROS produced by epithelial cells, macrophages, and PMNs. In order to determine the specificity of the HP-induced transcriptome and whether HP-responsive genes also respond to other prominent ROS encountered during infection, we exposed N. gonorrhoeae in liquid medium to sublethal amounts of paraquat, HOCl (a proxy for O_2_^-^), and an organic conjugated peroxide, cumene hydroperoxide. Parameters similar to those set for HP were used to define sublethal levels of these oxidants. RT-qPCR was performed for a representative set of 25 HP-responsive genes after exposure to cumene hydroperoxide, paraquat, or HOCl (Fig. 6). Treatment with sublethal levels of cumene hydroperoxide produced similar transcriptional responses with 14 of 25 genes. This result shows that some of the response is shared between inorganic and organic peroxides. The lack of response for the 11 other genes is likely the result of differences in localization, intracellular concentration, or regulatory networks responding to the organic peroxide. Paraquat and HOCl produced no transcriptional response for any of the 25 genes tested. A full RNA-Seq study of these two oxidants will be required to determine whether there is a subset of HP-regulated genes that are responsive to these agents. In order to test whether pretreatment with sublethal HP resulted in increased survival of environmental challenges encountered during infection, we tested whether N. gonorrhoeae treated with 15 mM HP could better survive subsequent lethal challenge with HP, HOCl, paraquat, and nonoxidative antimicrobial peptide LL-37. No increased survival was observed with HP pretreatment (data not shown). We presume either that the complex transcriptional response to HP includes genes that both sensitize and resist these agents or that the protective gene products are already expressed at levels that are high enough to provide maximum protection under these growth conditions.

**FIG 6:**
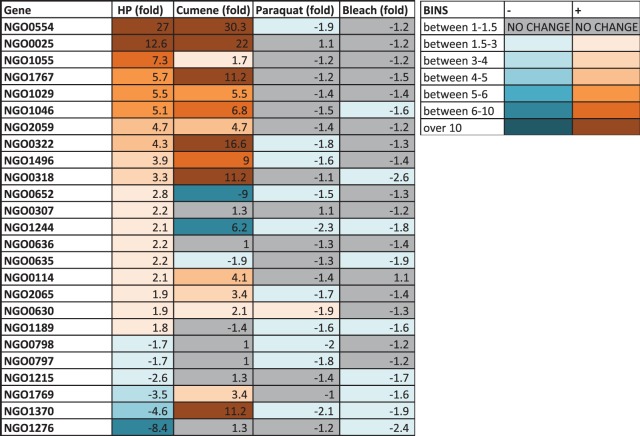
Transcriptional responses of 25 representative genes to other oxidants. Results are shown for 25 genes selected to investigate the specificity of the HP-induced transcriptional response via RT-qPCR. Liquid N. gonorrhoeae was grown to mid-log phase and treated with sublethal amounts of paraquat, HOCl, or cumene hydroperoxide for 15 min, after which total RNA was purified and RT-qPCR was performed. Numerical values represent the geometric mean fold change compared to the levels seen with the *omp3* housekeeping gene for three biological replicates for HP and cumene hydroperoxide and two replicates for paraquat and HOCl. The key to the right of the figure denotes the gradient colors corresponding to bins representing the magnitude of fold change values. Genes that showed no differential expression between treated and untreated samples are shown in gray, downregulated genes are shown in blue, and upregulated genes are shown in orange.

### Summary.

The results of this study show that there is an unusually robust N. gonorrhoeae transcriptional response to sublethal HP, with a total of 293 HP-responsive genes identified. While all of the responses were consistent in biological replicates and were statistically significant, some of the responses were minor and may not reflect important changes in N. gonorrhoeae physiology. This response was much larger than was reported in the 2005 microarray study, which is a consequence of the fact that the microarray used was less capable of detecting small changes in expression or changes in poorly expressed genes. While expression of several transcriptional regulators was altered, there are 117 differentially expressed genes belonging to no known regulatory pathway, suggesting that there are regulatory pathways of N. gonorrhoeae that are not well characterized. The identification of induced phage-associated genes and the apparent downregulation of the denitrification pathway anaerobiosis-associated genes and translation indicate that there are new N. gonorrhoeae bacterial processes that may contribute to pathogenesis. Moreover, these transcriptional responses are consistent with the hypothesis that host-derived HP can serve as a signaling molecule during infection in addition to its role as an antimicrobial agent.

## MATERIALS and METHODS

### Strains and growth conditions.

N. gonorrhoeae strain GCM77 (106) was used for all experiments. GCM77 is a derivative of strain FA1090 containing a mutation in the *pilE* G4 region preventing pilin antigenic variation (107) and a mutation in the *pilC1* coding sequence preventing pilus-phase variation (108). These two mutations stabilize the piliated state and prevent extensive pilus-phase variation from affecting the results. N. gonorrhoeae was treated with sublethal HP in liquid culture, as opposed to plate growth, to ensure even levels of growth and equal levels of HP treatments within the entire bacterial population. Exponential growth in liquid media was achieved using a three-day protocol as follows. On day 1, N. gonorrhoeae was streaked from freezer stock onto N. gonorrhoeae medium base (Difco) agar plus Kellogg supplement I (22.2 mM glucose, 0.68 mM glutamine, 0.45 mM cocarboxylase) and Kellogg supplement II [1.23 mM Fe(NO_3_)_3_] (109) (GCB+) and incubated at 37°C and 5% CO_2_ for 16 h. On day 2, 20 colonies were picked, used to streak heavy lawns of bacteria on GCB+ on plates that had been freshly poured the day before, and incubated at 37°C and 5% CO_2_ for 10 h. The lawns were collected using sterile Dacron swabs and inoculated into 6 ml of liquid GCB+ with 0.042% sodium bicarbonate (GCBL) to an optical density at 600 nm (OD_600_) of ∼0.05 in 15-ml conical tubes (Sarstedt). These cultures were incubated at 30°C with shaking for 16 h. On day 3, piliated bacteria from these tubes were allowed to pellet at the bottom of the tube. The pellets were collected by the use of a sterile pipette and added into 20 ml of fresh GCBL in a 50-ml conical tube (Sarstedt) and grown for 3 h at 37°C with shaking at 220 rpm. At 3 h, 2.5 ml of culture was added to 22.5 ml of fresh liquid GCBL and grown for another 3 h at 37°C with shaking at 220 rpm. A 50-ml volume of culture was added to 380 ml of fresh GCBL and grown for 3 h at 37°C with shaking at 220 rpm to reach the mid-log phase for HP treatment.

### Determination of sublethal concentrations of ROS reagents.

The sublethal concentration of each ROS reagent tested (HP, paraquat, HOCl, cumene hydroperoxide) was defined by determining the concentration of each reagent resulting in some killing but less than 10% killing after 15 min of treatment at mid-log phase in liquid culture by quantifying CFU per milliliter of liquid culture. Killing curve experiments were repeated a minimum of three times on three different days. The sublethal concentrations used were 15 mM HP, 1 μM paraquat, 1 μM HOCl, and 0.01% (vol/vol) cumene hydroperoxide. Untreated control cultures had the appropriate amount of double-distilled H_2_O added, except for the cumene hydroperoxide-untreated controls, which had 30 μl of 95% ethanol added.

### RNA isolation and differential RNA-Seq preparation.

All water used to make reagents used in RNA isolation was subjected to diethyl pyrocarbonate (DEPC) treatment. After treatment, 500 ml of N. gonorrhoeae in mid-log liquid culture was added to a half-volume of ice in plastic bottles to stop growth and RNase production quickly (110) and was centrifuged at 10,000 rpm for 20 min at 4°C. Pellets were resuspended in 500 μg of ice-cold phosphate-buffered saline (PBS), pelleted, and washed once with 1× ice-cold PBS and then resuspended in 500 μg PBS and stored overnight at −80°C. Lysis was achieved by the addition of 50 μg of 1 mg/ml lysozyme (Sigma), and then samples were flash frozen in liquid nitrogen for 5 min and thawed for 5 min in a 37°C water bath. Samples were treated with 15 μg of 15 mM sodium deoxycholate, and the freeze-thaw process was repeated (111, 112). Insoluble materials were pelleted for 10 min at 15,000 rpm at 4°C in a tabletop centrifuge, and supernatants were treated using a Qiagen RNeasy minikit (catalog no. 74104) according to the manufacturer’s instructions, eluting the total RNA into 50 μg RNase-free H_2_O. RNA was precipitated overnight at −80°C with isopropanol and sodium acetate precipitation. RNA quality was determined by calculating the 23S/16S ratio using a Bio-Rad Experion StdSens kit (catalog no. 7007104).

Half of each HP-treated and each untreated biological replicate RNA sample was enriched for primary transcripts by selective degradation of 20 μl of total RNA with 1 U/μl RNA 5′ monophosphate ends (5-P) by treatment with 5-P-dependent terminator exonuclease (TEX; Epicentre catalog no. TER 51020) for 60 min at 30°C (39). The reactions were stopped with 1 μg of 0.5 mM EDTA (pH 8) and were purified by the use of an RNeasy kit according to the manufacturer’s protocol. Samples were precipitated overnight at −80°C with isopropanol and sodium acetate precipitation. RNA quality was determined by the use of a Bio-Rad Experion StdSens kit.

### RNA sequencing.

Equal amounts of HP-treated RNA, untreated RNA, and TEX-treated RNA were used for library preparation and generation. Quality control, library preparation, rRNA depletion by complementary oligonucleotide depletion, and Illumina sequencing were performed at the University of Chicago Next-Generation Sequencing core facility under the direction of Pieter Faber. rRNA depletion experiments were performed using Ribo-Zero (Epicentre) kits for Gram-negative bacteria. cDNA library preparation was performed using TruSeq kits (Illumina). Single-end 50-bp sequencing was performed using an Illumina HiSeq 2000 system.

### Bioinformatic analysis of sequencing data.

The 3′ adapters were trimmed from raw data reads using fastx_clipper, part of the FastX toolkit (http://hannonlab.cshl.edu/fastx_toolkit) (113). Low-quality reads were filtered using fastq_quality_filter, filtering out reads where more than 50% of bases in the read had a phred quality score of less than 20. We used Bowtie 1.1.0 to rapidly remove sequences aligning to rRNA genes (114, 115). For the remaining reads, we used kallisto (version 0.42.3) for subsequent read mapping to the N. gonorrhoeae genome (NC_002946.2) (42). We built two separate indices from this genome: (i) the subset of annotated coding sequences for differential expression analysis and (ii) the complete genome for visualization and dRNA-Seq analysis. Relevant parameters included flags to indicate single-end sequencing, 100 bootstrap replicates, average fragment length size of 50, and a standard deviation of fragment length size of 10. The “pseudobam” flag was included to create .SAM output files for data visualization, which were subsequently converted to .WIG files for later visualization. Differential expression analysis using the kallisto output was performed using Sleuth (version 0.28.0) (41). Sleuth builds a general linear model to compare expression levels between conditions (in our case, control versus HP-exposed growth conditions) while controlling for technical noise. Reported *P* values are from the sleuth_wt function; all reported differentially expressed genes had a false-discovery-rate (FDR) adjusted *P* value (*q* value) of <0.05, regardless of their fold difference values.

### RT-qPCR analysis of transcript abundance.

For validation of RNA-Seq data and for testing a subset of the transcriptional responses to other ROS reagents, total RNA from N. gonorrhoeae treated with a sublethal concentration of HP, paraquat, HOCl, or cumene hydroperoxide was isolated as described above. Experiments were performed in triplicate on three different days for HP and cumene hydroperoxide and in duplicate on two different days for paraquat and HOCl. RNA (5 μg) was treated with 5 U Promega DNase (M6101) for 30 min at 37°C and purified by the use of an RNeasy kit. cDNA was generated using Invitrogen SuperScript reverse transcriptase (RT) III (18080093), including a no-RT control for each sample. cDNA was purified using a QIAquick PCR purification kit (catalog no. 28104). qPCR primers were designed using Primer BLAST and listed in Table S1 in the supplemental material. RT-qPCR was performed on cDNA using Bio-Rad iQ SYBR green Supermix (catalog no. 170-8880) on a Bio-Rad iQ5 Real-Time Detection system, and the N. gonorrhoeae *omp3* gene was used as a housekeeping gene control (116). Fold change values were calculated using the cycle threshold (2^−ΔΔ^*^CT^*^)^ method, and the values presented represent the geometric means of data from all biological replicate experiments. RT-qPCR assays were performed under conditions of minimum information for publication of quantitative real-time PCR experiments (MIQE) best practices.

10.1128/mSystems.00156-18.1 TABLE S1 Primer sequences used in qPCR validation, operon validation, and ROS specificity experiments. Download Table S1, XLSX file, 0.04 MB. Copyright © 2018 Quillin et al. 2018 Quillin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00156-18.2 TABLE S2 Raw read statistics determined for three HP-untreated and HP-treated replicates, which were then split and treated with TEX enzyme for a total of 12 samples. These reads were used as the input for kallisto analysis. Download Table S2, XLSX file, 0.04 MB. Copyright © 2018 Quillin et al. 2018 Quillin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00156-18.3 TABLE S3 Data for 293 HP-responsive genes regarding locus number, gene name, direction of transcriptional response to N. gonorrhoeae, and biological functional categorization and notes on biological functional categorization. Download Table S3, XLSX file, 0.1 MB. Copyright © 2018 Quillin et al. 2018 Quillin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00156-18.4 TABLE S4 Data regarding overlap of 293 HP-responsive genes from this study and other known regulons from other published profiling studies. Download Table S4, XLSX file, 0.1 MB. Copyright © 2018 Quillin et al. 2018 Quillin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00156-18.5 TABLE S5 Direction of transcription expression information for main regulons overlapping the sublethal HP-induced transcriptional response from this study. Download Table S5, XLSX file, 0.04 MB. Copyright © 2018 Quillin et al. 2018 Quillin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00156-18.6 TABLE S6 Analysis of phage-related genes regarding percent homology between paralogous phage genes. Download Table S6, XLSX file, 0.05 MB. Copyright © 2018 Quillin et al. 2018 Quillin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Genome-wide annotation of transcriptional start sites (TSSs).

N. gonorrhoeae TSSs were manually annotated by scanning of the RNA sequence reads overlaid onto the FA1090 genome sequence using Integrative Genomics Viewer (IGV 2.3.72) for the characteristic 5′ plateaus of TSSs (39, 117) in a blind manner by two different researchers. TSSs were identified by the presence of enriched 5′ plateaus whose increased transcript abundance was greater than 2-fold relative to the TEX-untreated control according to agreement from 2 independent annotators. TSSs were designated primary TSSs (if they were within 250 nt of an annotated open reading frame [ORF] on the same strand) or secondary TSSs (if they were 500 nt upstream of an ORF when a primary TSS was present). TSSs were designated internal TSSs if they occurred within an ORF on the same strand and antisense TSSs if they were within 100 nucleotides (nt) upstream or downstream of an ORF on the opposite strand. TSSs were designated orphan TSSs if they did not meet any of the other criteria (Table S7). A total of 30 TSSs were different under conditions of HP exposure alone.

10.1128/mSystems.00156-18.7 TABLE S7 dRNA-Seq global transcriptional start site annotation. Download Table S7, XLSX file, 0.1 MB. Copyright © 2018 Quillin et al. 2018 Quillin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Annotation of differentially expressed operons and validation of annotation.

The 293 genes that were identified as showing differential transcript abundance in the RNA-Seq data set between HP-treated and untreated conditions were examined to determine whether they belong to putative operons. Operons were defined as genes within 200 bp of one another with continuous transcript, visible as increased transcript abundance between genes, in the RNA sequencing reads using IGV. Operons were annotated and grouped into the following three categories (Table S8): (i) operons where all genes showed the same differential transcript abundance between HP-treated and untreated samples; (ii) operons where only one gene in the operon showed differential transcript abundance; and (iii) operons with a mixture, where some genes showed differential transcript abundance and some did not. In order to validate our operon annotation, RT-qPCR primers spanning the space between putative ORFs within three operons were designed. We designed qPCR primers to amplify products internal to each of the three genes, as well as primers spanning the sets of genes. Internal primer sets were compared to *omp3*, a housekeeping gene, to determine fold change and confirm differential transcript abundance. For primer pairs spanning genes, a significant cycle threshold (*C_T_*) signal value compared controls generated with no reverse transcriptase (no-RT controls) and with the housekeeping *omp3* gene, and the results were considered to show significant transcript expression differences between genes. *C_T_* values were observed for *omp3* and no-RT controls for all three operons, validating the manual operon analysis. Operon validation primers are listed in Table S1.

10.1128/mSystems.00156-18.8 TABLE S8 HP-regulated global operon annotation. Download Table S8, XLSX file, 0.04 MB. Copyright © 2018 Quillin et al. 2018 Quillin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Data availability.

Raw and processed sequencing results were deposited in the Gene Expression Omnibus with accession number GSE114819. The code that was used to process the sequencing results can be accessed at https://github.com/adamhockenberry/neisseria-rna-seq.

How the deposited data were processed for this re-analysis (not part of the article)

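RNA-Seq values of 6 libraries were analysed, 3 from untreated cultures and 3 from cultures treated with 15 mM HP for 15 min. Libraries enriched with TEX, of which the series lists 3 from untreated and 2 from HP-treated cultures, were not used here. The authors trimmed and quality filtered the reads, removed rRNA reads with Bowtie 1.1.0, and pseudoaligned the rest with kallisto 0.42.3 to the annotated coding sequences, followed by sleuth. The file gives a value per coding sequence and library, with the group averages, a log2 fold change and a q value by the authors.

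The design assumed plain TPM. The values as deposited are a signal that the authors had made from TPM by rescaling between samples, as the column sums and the size factors recomputed from the values show, so no further scaling was applied. The unit is called TPM throughout. Reads assigned to genes ranged from 12.5 to 21.0 M in HP-treated and from 18.5 to 29.3 M in untreated libraries. Read counts per gene were not analysed here, so the precision of each value comes from the replicates alone.

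Genes with a mean of at least 1 TPM were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with empirical Bayes and a mean-variance trend. The test was two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 with no fold threshold. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Gene sets were tested with camera in limma at its preset correlation of 0.01 and again with the estimated correlation, adjusted over 14 lists with at least 4 tested members. The test was tried on simulated data with 200 of 1845 genes changed. It recovered 54%, 78%, 100% and 98% of genes changed by 0.5, 1, 2 and 3 on the log2 scale, with 7 false calls among 172. The simulation was a single run with 50 genes at each size and normal noise independent between genes. These shares therefore need not hold for the real values.

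The samples, the comparison, the gene lists, the rule for named genes and 15 alternatives were set before the data were examined, with the tables of the paper already read. Named genes were every gene the paper names in its results text or Fig. 3, the 10 largest rises and 10 largest falls among called genes whose groups did not overlap, up to 4 called members of each list or category with the largest change (or, where none was called, up to 2 members with the highest mean), up to 5 rises and 5 falls among called genes outside Table S3, and the reference and regulator genes *omp3*, *oxyR*, *mtrR* and *rpoH*. The values in the paper's tables and figures had been seen when this rule was written. Lists were matched by the symbols of the supplementary tables, so *norB*, *oxyR*, *mtrR*, *rpoH*, *omp3* and *rmpM*, which are not paired with a locus there, were not matched. Outside the prophage regions, every matched member except *bfrB* and *mtrF* is a gene of Table S3. Genes of these families that the paper did not call are thus largely absent from the lists. The counts, the shared directions and the camera results of these lists follow from this selection and do not test the families as a whole.

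The alternatives were pseudocounts of 0.1 and 5 TPM, no filter, a minimum mean of 10 TPM, median-of-ratios scaling, quantile normalization, no variance trend, robust empirical Bayes, the replicate number as a block, and leaving out each of the 6 libraries. Calls that changed with the replicate number as a block are given only with the other effects of the processing, in the closing section. Counting identical genes once, and R² on linear TPM, were added after seeing the data. The transcriptional start site data and the RT-qPCR measurements were not analysed here.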

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

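NGO0463 was past the threshold and is not listed in Table S3, the only such gene among the 188. It lies in the phage locus NGO0460 to NGO0463 that the paper names. Its log2 fold change was 0.73 (standard error 0.18, adjusted p = 0.0411 from limma), with a mean of 8.36 ± 0.580 TPM in untreated and 14.6 ± 1.69 TPM in HP-treated cultures (SD, n = 3 each). Every treated value was above every untreated value. NGO0463 was not past the threshold without untreated replicate 1, 2 or 3, or without HP replicate 1, 2 or 3, or with quantile normalization (adjusted p from 0.0164 to 0.221 over the alternatives, limma). The other genes of the locus, *dapC* (NGO0460), NGO0461 and NGO0462, had log2 fold changes of -0.34 (adjusted p = 0.0882 from limma), 0.10 (adjusted p = 0.670 from limma) and 0.08 (adjusted p = 0.796 from limma).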

How the results depend on the processing

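Of 119 named genes tested with limma, 100 were past the threshold and 55 of these were past it in each of the 15 alternatives that tested them (a minimum of 10 TPM tested 115). Each gene kept its sign in these, except that NGO0462 had a log2 fold change of -0.046 with quantile normalization, NGO0119 ranged from -0.013 without HP replicate 2 to 0.42 without HP replicate 3, and NGO1392 from -0.055 without HP replicate 1 to 0.20 without HP replicate 3, none of them past the threshold. The counts for the RT-qPCR genes, for iron, heat shock and redox genes and for the lists of iron uptake, Fe-S cluster assembly, chaperones and peroxide defence stayed within 1.5 times in every alternative, as did those for the MpeR overlap. Leaving out 1 library at a time gave higher genes 57 to 141 (from 107), lower genes 17 to 109 (from 81), DNA genes 1 to 7 (from 6), envelope genes 3 to 16 (from 13), metabolism genes 11 to 29 (from 23), phage genes 1 to 11 (from 8), regulators 5 to 11 (from 11), respiration genes 2 to 19 (from 16), transcription genes 2 to 5 (from 5), translation genes 1 to 30 (from 31) and unknown genes 11 to 33 (from 32). For the lists it gave DNA repair 1 to 6 (from 5), NADH dehydrogenases 1 to 10 (from 9), RNA polymerase 2 to 4 (from 4), cytochromes 1 to 6 (from 5), denitrification 1 to 4 (from 4), lipid A 1 to 2 (from 2), prophage regions 1 to 21 (from 8), ribosomal proteins 1 to 21 (from 22) and translation factors 0 to 4 (from 3), and for other sets the FNR overlap 3 to 6 (from 5), the MtrR overlap 5 to 11 (from 11), the RpoH overlap 9 to 15 (from 14), the anaerobic overlap 29 to 56 (from 52), the iron overlap 25 to 43 (from 42) and operons 44 to 96 (from 85). Fewer samples are tested there; otherwise the cause was not tested. Without the variance trend there were 52 lower genes, 2 DNA genes, 17 translation genes, 20 unknown genes, 10 ribosomal protein genes and 3 DNA repair genes. A minimum of 10 TPM, which tests fewer genes, gave 4 phage genes and 5 in prophage regions, and quantile normalization gave 3 DNA repair genes. The cultures came from 3 separate experiments, but the paper does not say that a replicate number marks an experiment. Correlations between the deviations of equal numbers were -0.02, 0.23 and 0.15 and not every sample matched its own number best, so pairing by number is not shown, and not excluded either. With the replicate number as a block there were 87 higher and 56 lower genes, 5 phage, 3 transcription and 17 translation genes, 7 of the MtrR overlap, 11 ribosomal protein genes and 1 lipid A gene, and the direction of the DNA repair list reversed (adjusted p = 0.964 from limma). Of the 188 genes, 58 were not past the threshold with this block, among them 12 named genes, *thrS*, *pheS*, *grx4*, NGO0463, *hscA*, *npr*, *rpoA*, *dksA*, *kdtA*, *efeO* and the transposase genes NGO1256 and NGO1394, and each of the 58 also lost its call in another alternative. With an estimated correlation, limma's camera gave adjusted p = 0.0690 for NADH dehydrogenases, 0.0796 for chaperones, denitrification and translation factors, 0.0672 for ribosomal proteins, 0.212 for prophage regions and 0.311 for these without the phage genes of Table S3. R² of untreated replicates 1 and 3 was 0.986 at a minimum of 10 TPM, 0.985 for log10(TPM + 1) and 0.986 on linear TPM, where HP replicates 1 and 3 gave 0.965. The linear scale was chosen after seeing that R² on the log scale was below the paper's value, and counting identical genes once, also chosen after seeing the data, gave 107 higher and 82 lower genes. The shallowest library had 12.5 M reads assigned to genes; what this depth limits for single genes was not measured.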

Differences from the paper's values

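The paper states 293 genes past its threshold of an FDR under 0.05 from a Wald test in sleuth, and 188 were past the same threshold in limma here. For lower genes the paper's count is 143 and the count here 81. Of the 15 alternatives set before the data were examined, only leaving out HP replicate 3 brings both counts within 1.5 times. Its 250 genes are not the paper's set, since 203 are in Table S3 and 47 are not. The authors' q value is under 0.05 for 294 genes, of which 187 are past the threshold here.

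For translation genes that are lower, the paper's count is 51 and the count here 30. The paper states 19 higher phage genes and 8 were higher here. Its counts for DNA replication and repair are 16 genes, 6 higher and 10 lower, and those here 6, 3 and 3. For metabolism it states 46 genes, 22 higher and 24 lower, against 23, 13 and 10 here. The MpeR overlap has 14 genes in the paper and 5 past the threshold here, and 8 of the 14 are marked in Table S5 with no RNA-Seq. Lower operons number 63 in the paper and 34 here. No alternative brings any of these within 1.5 times. Envelope genes number 21 in the paper and 13 here, within 1.5 times at a minimum mean of 10 TPM, with quantile normalization and without HP replicate 3, and not in the other 12 alternatives. For genes of unknown function, the paper's counts are 32 higher and 19 lower, and those here 21 and 11. The first comes within 1.5 times only without HP replicate 3 and the second only with quantile normalization. The paper states 140 operons and 85 had a gene past the threshold here, within 1.5 times only without HP replicate 3.

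The paper gives R² of about 0.99 between replicates, and the lowest here was 0.921 on log10 TPM. That pair, untreated replicates 1 and 3, reached 0.9855 at a minimum mean of 10 TPM and 0.9854 for log10(TPM + 1). The lowest pair was then HP replicates 1 and 3, at 0.939 and 0.9503, which leaves a gap to the paper's value. On linear TPM, chosen after seeing the values, the pairs range from 0.965 to 0.988.

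The column of Table S3 headed as a fold is on the log2 scale, since 143 of its values are negative and 105 lie between 0 and 1, and it is compared here as log2. The paper's value for *ceuA* (NGO0023) is 0.89 and the value here 0.81, and for NGO1623 they are 4.23 and 2.19. Both come within the error only with a pseudocount of 0.1 TPM. For *rusA* (NGO0489) the paper's value is 1.21 and the value here 0.93, within the error with that pseudocount, without untreated replicate 1 or 3 and without HP replicate 1. For *mpeR* (NGO0025) they are 4.19 and 3.92, within the error with that pseudocount and without HP replicate 2. For NGO1370 they are -2.74 and -2.55, within the error with that pseudocount, with quantile normalization and without HP replicate 1. A minimum mean of 10 TPM gave no value for NGO1623 and *rusA*, and in the other alternatives these 5 differ. The RNA-Seq fold of NGO0635 is about 7 in Fig. 3, read by eye, and 3.74 here, within 1.5 times without untreated replicate 2 and without HP replicate 3. That of *mpeR* (NGO0025) is about 25 in Fig. 3, read by eye, and 15.2 here, within 1.5 times with a pseudocount of 0.1 TPM and without HP replicate 2. The other 13 alternatives leave each of these 2 folds apart. Folds in Fig. 3 are of TPM, and those here are of TPM + 1. The added 1 TPM lowers the fold of *mpeR* in particular, with its mean of 4.55 TPM in untreated cultures. The authors' log2 fold changes are 1.94 for NGO0635 and 4.19 for *mpeR*, against 1.90 and 3.92 here. The by-eye readings of Fig. 3 thus lie above the authors' own values as well.

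The paper states that genes higher after HP are activated by FNR and genes lower after HP are repressed by it. Of the 6 genes of this overlap in Table S5, 3 have the signs here that this statement gives and 3 do not. *ompU* (NGO1688), NGO1615 and NGO1622 are marked as activated and had log2 fold changes of 0.64 (adjusted p = 0.0356 from limma), 0.49 (adjusted p = 0.0804 from limma) and 1.73 (adjusted p = 0.0164 from limma). *aniA* (NGO1276) and NGO1215 are also marked as activated and had -3.39 (adjusted p = 0.000113 from limma) and -2.02 (adjusted p = 4.78e-05 from limma), and NGO1428, marked as repressed, had 1.83 (adjusted p = 0.00293 from limma). In limma's alternatives, calls were lost for *ompU* without untreated replicate 1, 2 or 3, or without HP replicate 2, or with quantile normalization (adjusted p from 0.0248 to 0.129) and for NGO1622 without untreated replicate 1, 2 or 3 (adjusted p from 0.00385 to 0.0723).

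Several genes that the paper states as higher were not past the threshold here, and neither was *ngoAX*, which it states as lower. All have the sign the paper states. Their log2 fold changes were 0.56 (adjusted p = 0.0758 from limma) for *prx* (NGO0926), 0.51 (adjusted p = 0.0988 from limma) for *groES* (NGO2094), 0.44 (adjusted p = 0.259 from limma) for *hpuB* (NGO2109), 0.55 (adjusted p = 0.0839 from limma) for *fetB* (NGO2092), 0.57 (adjusted p = 0.0781 from limma) for *gntR* (NGO1221), 0.39 (adjusted p = 0.0941 from limma) for *relA* (NGO1382), 0.43 (adjusted p = 0.108 from limma) for NGO0509 and -0.41 (adjusted p = 0.116 from limma) for *ngoAX* (NGO0545). Quantile normalization calls *prx* and *groES*, leaving out HP replicate 1 calls *prx* and *relA*, and leaving out the variance trend calls *fetB*. None of the 15 alternatives calls the other 4. NGO1391 and NGO1393, which the paper gives as changed in opposite directions, had 0.47 (adjusted p = 0.0621 from limma) and -0.42 (adjusted p = 0.0988 from limma), and only leaving out HP replicate 3 calls them. For this operon the paper also rests on RT-qPCR, which was not analysed here.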

Other observations

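The tests of explanations below were chosen after the result was seen, and the test of R² by expression was chosen after an earlier test of the same explanation had not decided it.

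Shares of the summed TPM are given here for groups made up only of genes of Table S3, called on these samples, so a separation of untreated from treated values is not independent evidence. Ribosomal protein genes of the list made up 12.8 ± 0.825% in untreated cultures and 8.85 ± 0.625% after HP (SD, n = 3 each). Redox homeostasis genes made up 0.731 ± 0.0360% in untreated cultures and 2.27 ± 0.0602% after HP, and iron genes 0.468 ± 0.0471% in untreated cultures and 1.35 ± 0.113% after HP. Heat shock genes went from 1.62 ± 0.148% to 3.21 ± 0.483%. In 2 other categories the untreated and treated values overlapped, with metabolism and biosynthesis genes at 3.02 ± 0.0998% in untreated cultures and 3.44 ± 0.407% after HP and transcription genes at 0.248 ± 0.0118% in untreated cultures and 0.236 ± 0.0201% after HP.

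For the count of genes past the threshold, the 6 libraries allow 10 splits into 3 and 3, and 1 of them, the real one, gave a count as large. The real split gave 188 genes in limma and the highest of the others gave 0 (up to 129 genes at an unadjusted p under 0.05). The splits are too few for a share under 0.05.

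HP replicate 3 stands apart from HP replicates 1 and 2, and without it 250 genes were past the threshold in limma, 178 of them among the 188. The tables argue against lower depth, since HP replicate 3 had 17.4 M reads assigned to genes and HP replicate 2, with 12.5 M, lay closer to replicate 1. They also argue against noise of low-expressed genes as the whole cause, since the R² of replicates 1 and 2 exceeded that of replicates 1 and 3 by 0.0367 over all genes, 0.0433 (bootstrap standard error 0.00290) at a mean of at least 10 TPM and 0.0687 at 100 TPM. Only the persistence of the gap counts here, not its rise, since a higher cut narrows the range of values and so lowers R². An earlier test, in which the deviations of replicate 3 at 100 TPM had an SD 1.18 times the larger of the others (bootstrap standard error 0.0230), was too near its bound of 1.2 to decide. A weaker response in that culture stays open, since its effects had a slope of 0.853 (standard error 0.0312) on those of the others, against 0.920 and 0.904 for replicates 1 and 2, a gap within 2 standard errors of the nearer. These slopes rest on different genes, the 250, 144 and 92 called without HP replicate 3, 1 and 2 in turn. Their standard errors run over genes and do not measure the spread between cultures.

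NGO1391 and NGO1393 of the same operon had log2 fold changes of opposite sign, neither past the threshold. Reads shared with an identical copy are a candidate explanation, since 6 of the 6 values of NGO1393 equal those of its paralog NGO1584. The fold change of NGO1393 is then a mix of both loci. Equal values show that the loci were not separated, not which of them fell. The paper also measured the genes of this operon by RT-qPCR with internal primers, and those measurements were not analysed here. No biological explanation was tested.

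Members of the regulated operons of Table S8 that are not in Table S3 may share transcription with the regulated members. Of 247 such genes in 110 operons, 192 had the sign of their operon, with a mean log2 fold change of 0.17 in that direction (one-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). None was past the threshold in limma (40 had an unadjusted p under 0.05), and neighbouring genes are not independent. The lack of calls follows from the choice of genes, since 187 of the 188 called genes are in Table S3. The exception, NGO0463, lies in none of the operons. Shared transcription is here a hypothesis found and tested on the same data.

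Of the lists with fewer than 4 matched members, efflux held *macA* (NGO1440) and *mtrF* (NGO1368), of which the first rose, and type IV pili held *pilM* (NGO0098), which did not pass the test. No member was matched by symbol for ATP synthase, opacity proteins or manganese and zinc uptake.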
